# Evolution of stickleback spines through independent *cis*-regulatory changes at *HOXDB*

**DOI:** 10.1038/s41559-022-01855-3

**Published:** 2022-09-01

**Authors:** Julia I. Wucherpfennig, Timothy R. Howes, Jessica N. Au, Eric H. Au, Garrett A. Roberts Kingman, Shannon D. Brady, Amy L. Herbert, Thomas E. Reimchen, Michael A. Bell, Craig B. Lowe, Anne C. Dalziel, David M. Kingsley

**Keywords:** Evolutionary genetics, Evolutionary biology

## Abstract

Understanding the mechanisms leading to new traits or additional features in organisms is a fundamental goal of evolutionary biology. We show that *HOXDB* regulatory changes have been used repeatedly in different fish genera to alter the length and number of the prominent dorsal spines used to classify stickleback species. In *Gasterosteus aculeatus* (typically ‘three-spine sticklebacks’), a variant *HOXDB* allele is genetically linked to shortening an existing spine and adding an additional spine. In *Apeltes quadracus* (typically ‘four-spine sticklebacks’), a variant *HOXDB* allele is associated with lengthening a spine and adding an additional spine in natural populations. The variant alleles alter the same non-coding enhancer region in the *HOXDB* locus but do so by diverse mechanisms, including single-nucleotide polymorphisms, deletions and transposable element insertions. The independent regulatory changes are linked to anterior expansion or contraction of *HOXDB* expression. We propose that associated changes in spine lengths and numbers are partial identity transformations in a repeating skeletal series that forms major defensive structures in fish. Our findings support the long-standing hypothesis that natural *Hox* gene variation underlies key patterning changes in wild populations and illustrate how different mutational mechanisms affecting the same region may produce opposite gene expression changes with similar phenotypic outcomes.

## Abstract (web summary)

Differences in a non-coding enhancer region of the *HOXDB* locus underlie the differences between stickleback species in dorsal spine length and number. These differences include single-nucleotide polymorphisms, deletions and transposable element insertions.

## Main

The origins of diverse vertebrate body plans have fascinated comparative anatomists and evolutionary biologists for centuries^1,2^. Although studies over the last 40 years have identified many cellular pathways required for body axis formation and development using induced mutations in model organisms, it is challenging to identify specific changes in genes and regulatory regions that underlie the diversity of body forms and traits in wild species^3,4^.

*Hox* genes were one of the first classes of major developmental genes to be identified and analysed in comparative studies across animals. They were initially discovered by linked clusters of mutations in *Drosophila* that could transform particular body segments into others^5^. Molecular studies revealed that *Hox* loci consist of clustered homeodomain transcription factor genes, whose expression patterns along the anterior–posterior body axis were correlated with their physical positions along the chromosome^6–10^.

In an early review of genetic work on homeotic loci, Lewis^5^ hypothesized that regulatory mutations in *Hox* genes might underlie classic anterior–posterior patterning differences between species, such as four-winged versus two-winged insects. Although subsequent studies showed that *Hox* expression patterns are conserved between two-winged fruit flies and four-winged butterflies^11,12^, the important role of *Hox* genes in controlling body patterning has led to speculation that mutations in these genes underlie key morphological differences in nature^10,13^. Variation in *Hox* cluster number and structure across taxa support this idea, and intriguing correlations can be drawn between morphological differences and *Hox* expression changes^10,14,15^. On the other hand, much of the diversification and expansion of *Hox* clusters occurred before well-known morphological changes among animal phyla^16^. Furthermore, many laboratory mutations in *Hox* genes lead to reduced viability or fertility, and prominent evolutionary biologists^17,18^ and critics of evolutionary biology^19^ have suggested that natural mutations in *Hox* genes would lead to ‘hopeless monsters’ rather than adaptive changes in wild species. Natural differences in leg trichomes and abdominal pigmentation have been linked to genetic variation in *Hox* loci in insects, with regulatory mutations providing a possible mechanism for bypassing the broader deleterious consequences seen with many laboratory mutations^20,21^. However, few detailed examples exist for the long-postulated idea that genetic changes in *Hox* loci may also be the basis for major changes in skeletal structures along the anterior–posterior body axis of wild vertebrates^15,22^.

Almost a third of extant vertebrate species fall in the large and diverse Acanthomorpha group of spiny-rayed fish^23^, many of which show dramatic changes in the size or number of axial skeletal structures. A key evolutionary innovation of this group is the development of stiff, unsegmented bony spines anterior to the median dorsal and anal fins. These dorsal spines can be raised to protect against predators or lowered to facilitate swimming^24^. The number, length and morphology of bony spines differ substantially among species^25^. Recent studies have begun to reveal how spines form and grow within the median fin fold of developing fish^26–28^. However, little is known about the molecular changes that underlie the diverse spine patterns seen in different species.

Sticklebacks form a diverse clade of fish within Acanthomorpha. Multiple genera of sticklebacks live in northern marine and freshwater environments and diverged over 16 million years ago^29–31^. The most well studied of these species, *Gasterosteus aculeatus*, also known as the three-spine stickleback, colonized new freshwater postglacial habitats from the oceans after widespread melting of glaciers approximately 12,000 years ago^32^. In new freshwater environments containing different food sources and predators, *Gasterosteus* populations evolved substantial differences in craniofacial structures, vertebrae and the number of defensive bony plates and spines along the anterior–posterior body axis^32^. Many recently evolved populations show major reductions of structures, including armour plate loss, pelvic hind fin loss, spine length reduction and reduced body pigmentation^28,33–35^. However, recently derived populations can also evolve increases in size or number of structures, including increased body size, increased number of teeth, increased spine length and increased dorsal spine number^27,36–38^.

In this study, we used genetic and genomic approaches in two different stickleback genera to study the molecular mechanisms involved in spine patterning changes in natural populations. Our studies provide new evidence to support the long-standing hypothesis that mutations in the *cis*-regulatory regions of *Hox* genes underlie the evolution of new skeletal patterns along the anterior–posterior body axis of wild vertebrate species.

## Results

### Quantitative trait locus mapping of spine number and length in *Gasterosteus*

To study the genetics of spine number in *Gasterosteus aculeatus*, we generated an F2 cross by crossing a wild-caught female freshwater stickleback from Boulton Lake, British Columbia, Canada and a wild-caught male marine stickleback from Bodega Bay, California, USA. The marine fish had the three dorsal spines typically seen in *Gasterosteus*. The freshwater fish had 2 dorsal spines (Extended Data Fig. 1), as is true for 80% of the *Gasterosteus* found in Boulton; the other 20% of fish have 3 dorsal spines^39^. We intercrossed F1 males and females with 3 dorsal spines and raised 590 F2 offspring (Fig. 1a). Most F2 individuals had 3 dorsal spines (*n* = 563), but 6 had 2 spines and 21 had 4 spines (Extended Data Fig. 1). We numbered spines from anterior to posterior, with the posterior-most spine immediately in front of the dorsal fin called dorsal spine last (DSL). Therefore, a four-spine *Gasterosteus* has dorsal spine 1 (DS1), dorsal spine 2 (DS2), dorsal spine 3 (DS3) and DSL, which we refer to as high-spine. A typical three-spine *Gasterosteus* has DS1, DS2 and DSL, which we refer to as low-spine in this study (Extended Data Fig. 2a).

**Fig. 1:**
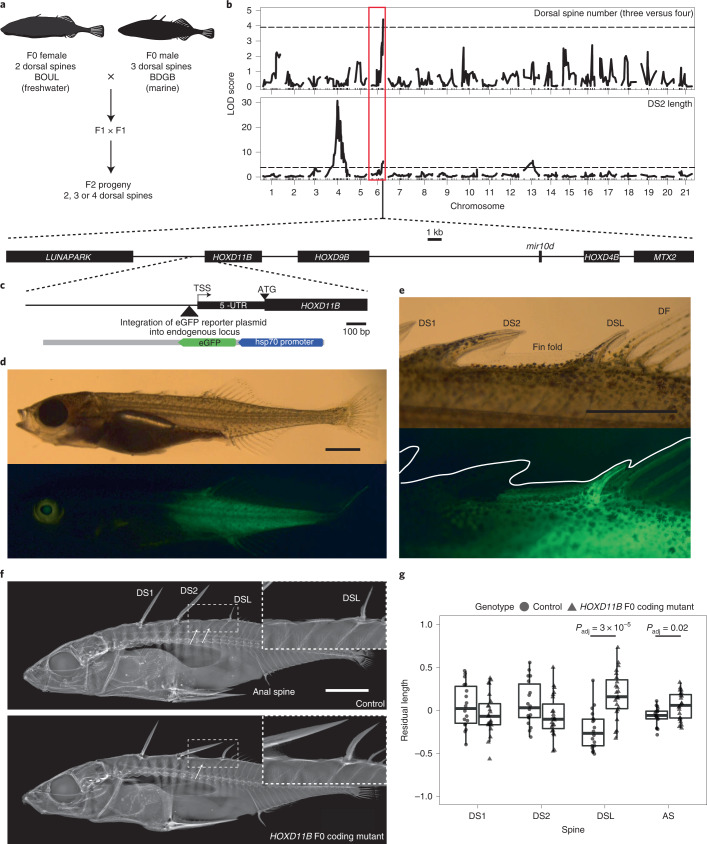
Genetic mapping, expression and role of *HOXD11B* in stickleback dorsal spine development. **a**, *Gasterosteus* mapping cross. **b**, QTL scan results for spine number and spine length. *x* axis: *Gasterosteus* chromosomes; *y* axis: LOD score for three- versus four-spine trait (top), length of DS2 (bottom). The QTL peak on chromosome 6 includes the *HOXDB* cluster (gene diagram at the bottom, scale bar, 1 kb). The peak on chromosome 4 includes the *EDA-MSX2A-STC2A* cluster described elsewhere^27,28^. Dashed lines: genome-wide significance thresholds from permutation testing. **c**, Integration of GFP reporter using CRISPR–Cas9 upstream of the endogenous *HOXD11B* locus of low-spine *Gasterosteus*. Plasmid: grey; eGFP: green; basal hsp70 promoter: blue; chromosomal locus: black. Scale bar, 100 bp. TSS, transcription start site. **d**, eGFP expression in posterior half of fish at the stage when the dorsal spines are forming (Swarup stage 31). Scale bar, 1 mm. **e**, Note expression in fin fold between DS2 and DSL, DSL and dorsal fin (DF). Scale bar, 1 mm. **f**, X-ray of uninjected *Gasterosteus* (top) and *Gasterosteus* injected at the single-cell stage with Cas9 and sgRNA targeting the coding region of *HOXD11B* (bottom). Arrows: two blank pterygiophores are often located between DS2 and DSL but only in uninjected fish (insets: two blank pterygiophores in *n* = 5 out of 18 control and *n* = 0 out of 23 injected F0 mutants, two-tailed Fisher’s exact test *P* = 0.01). Scale bar, 5 mm. **g**, Length comparisons of dorsal and anal spines. Box and whisker plot: centre line, median; box limits, interquartile range (IQR); whiskers, 1.5× IQR; individual measurements shown as single points (circles: WT; triangles: mutant). *y* axis: residuals after accounting for standard length of fish (Extended Data Fig. 2a). DSL and AS were significantly longer in injected than uninjected fish (two-tailed *t*-test Bonferroni-corrected at *α* = 0.05, *n* = 18 control and *n* = 23 injected, DSL *P*_adj _ = 3 × 10^−5^, AS *P*_adj_ = 0.02). DS1 and DS2 lengths were not significantly different. Source data

To examine the genetic basis of morphological phenotypes along the anterior–posterior body axis, we genotyped 340 F2 individuals with a custom single-nucleotide polymorphism (SNP) array (Methods)^40^ and phenotyped fish for the number and length of dorsal spines, number of flat bony plates that form in the dorsal midline or at the base of spines, known as pterygiophores, and the number of abdominal, caudal and total vertebrae (Fig. 1b and Extended Data Fig. 2). There were not enough two-spine fish for mapping the two- versus three-spine trait. When mapping three- versus four-spine as a categorical trait, we detected a significant quantitative trait locus (QTL) on the distal end of chromosome 6 (percentage variance explained: 5.8%). The same chromosome region showed a significant QTL for DS2 length (percentage variance explained: 8.2%). The allele linked to both increased spine number and decreased DS2 length was inherited from the freshwater Boulton parent. None of the vertebral traits mapped to the distal end of chromosome 6 (Extended Data Fig. 2), suggesting that the effect of this chromosome region was specific to patterning dorsal spines but not to axial patterning as a whole. Previous studies of other populations have identified other loci controlling vertebral number^41,42^.

### *HOXD11B* is in the candidate interval and expressed in spines

The distal end of chromosome 6 contains the *HOXDB* locus in *Gasterosteus*. While not annotated in the original reference genome (*gasAcu*1 (ref. ^43^)), previous studies of *Hox* clusters across multiple species suggest that the *Gasterosteus* locus includes three genes (*HOXD11B*, *HOXD9B* and *HOXD4B*) and one microRNA (*miR-10d*)^44^. *Hox* genes are known to be expressed in the neural tube and somites as the body axis forms^45,46^. To investigate *HOXDB* gene expression in sticklebacks, we used in situ hybridization during embryonic axis formation (stage 19/20)^47^. *HOXD4B* was expressed in the hindbrain, neural tube and anterior-most somites; *HOXD9B* was expressed more posteriorly in the somites and neural tube, and *HOXD11B* was expressed in the most posterior somites and tailbud (Extended Data Fig. 3), which is consistent with similar colinear patterns in other organisms^10,15^.

Dorsal spines form weeks after early embryonic patterning within a median fin that encircles the developing stickleback (stages 28–31)^47^. To examine post-embryonic expression, we designed a knock-in strategy to introduce an enhanced green fluorescent protein (eGFP) reporter gene upstream of the endogenous *HOXD11B* locus using CRISPR–Cas9 (Fig. 1c). The reporter line was generated in an anadromous *Gasterosteus* background from the Little Campbell River (LITC), British Columbia, Canada, a typical three-spine population that migrates between marine and freshwater environments^48^. At stage 19–20, we saw GFP expression in the posterior somites and tailbud, a pattern that recapitulated the *HOXD11B* in situ hybridization results at this embryonic stage (Extended Data Fig. 3c,d). When dorsal spines later form (stage 31), we saw expression in the posterior half of the fish (Fig. 1d), in the dorsal fin fold between the DS2 and DSL, DSL, dorsal fin (DF) (Fig. 1e), the anal fin (AF) and the anal spine (AS). This reporter expression suggests that *HOXD11B* is expressed both in early development and later during dorsal spine formation (a conclusion also supported by RNA sequencing (RNA-seq); see below and Extended Data Fig. 5).

To determine if *HOXDB* genes are functionally important for stickleback spine patterning, we used CRISPR–Cas9 to target the coding region of *HOXD11B* in typical anadromous low-spine *Gasterosteus* (Little Campbell). Fish in the F0 generation that were mosaic for different mutations in the coding region of *HOXD11B* showed significantly longer DSL compared to their uninjected control siblings (Fig. 1f,g). The anal spine was also significantly longer (Fig. 1f,g). We also saw an effect on the number of pterygiophores, along the dorsal midline (Fig. 1f and Extended Data Fig. 2a). While low-spine *Gasterosteus* develop one or two blank (non-spine-bearing) pterygiophores between DS2 and DSL, all CRISPR–Cas9 targeted fish developed only one. To further validate these results, we also tested the effect of *HOXD11B* targeting in a second population (Rabbit Slough (RABS), Alaska). Again, we observed a significant effect on the length of the DSL and AS (Extended Data Fig. 4). There was no effect on spine number in either population. These results show that *HOXD11B* is functionally important for dorsal skeletal development.

### *HOXDB* expression is expanded in high-spine *Gasterosteus*

To examine whether four-spine/high-spine *Gasterosteus* fish have *cis*-acting regulatory changes in *HOXDB* gene expression, we generated F1 hybrids between low-spine and high-spine stocks and used RNA-seq to look for allele-specific expression patterns detectable even when both alleles were present in the same *trans*-acting environment. The hybrids were generated by crossing LITC anadromous fish, which predominantly have three dorsal spines (‘low-spine’), with a stock descended from the QTL progeny that carry the Boulton *HOXDB* allele and predominantly show four or five spines (‘high-spine’; Methods). In this cross, 77% of 57 F1 hybrids had 3 dorsal spines, 21% had 4, and 1 fish had 5. RNA was isolated from micro-dissections of each dorsal spine (DS1, DS2, DS3 (if present), DSL), blank pterygiophore (Pter), DF and AF at the developing fin fold stage (Fig. 2a), and separately from whole embryos at embryonic stage 19/20.

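For the whole embryos, the authors deposited allele counts of 12 F1 embryos at stage 19/20 from the cross of the LITC female with the high-spine male, with 1 library per embryo. The sample labels give an age of 72 h post-fertilization. All 12 embryos belong to a single condition, so the comparison is between the alleles within an embryo, and the embryos are the replicates. The dissected fin fold tissues were not analysed here. Each value is the number of reads that carried the reference or the alternate base at a single-nucleotide site, without normalization. The authors had trimmed the reads with Cutadapt, mapped them to the *gasAcu1-4* reference genome with STAR in 2-pass mode and counted them with the allele-specific read counter of GATK, which lists reads of low mapping quality or low base quality apart from the counts. Between 16302333 and 27003127 reads per embryo were counted, with a median of 23745251, at 440710 to 489185 sites per embryo. The paper's stated depth is approximately 30000000 reads per library. The counted total is the depth behind the values here, and it includes a read once for every listed site it spans. The sites were not limited to heterozygous ones, and 40.9% to 47.8% of the sites of an embryo had no alternate read.

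In all, 540774 sites were listed in at least 1 embryo and 321670 in every embryo. The methods ask for more than 12 reads at a site for each three-spine fish and an overall minor allele frequency above 5%. These limits were applied here to each embryo and to the reads pooled over embryos. The methods also require, for each fish, a heterozygous call in 1 or more tissues. That requirement was not repeated here, so the set below is wider than the paper's rule allows. More than 12 reads in every embryo were counted at 116469 sites, and 97935 of these had a pooled minor allele share above 5% and were taken as informative. In 21.6% of the informative SNVs the minor allele share was above 5% in every embryo, so at most of them at least 1 embryo showed nearly a single allele. No pair of embryos looked like 1 library deposited repeatedly, because the chi-square value per SNV for a difference in allele share lay between 1.83 and 3.20 over all pairs and at most 0.806% of sites had identical counts. The paper names a binomial test without further detail. Alleles were compared here at each SNV with a two-sided exact binomial test on pooled reads. An exact sign-flip permutation test over the embryos' log2 ratios was also used. The reads carry no molecular identifiers, so the 95% confidence intervals (exact Clopper-Pearson) cover counting error only.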

**Fig. 2:**
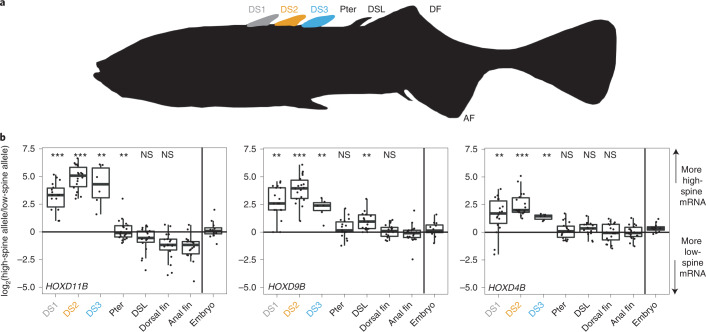
*HOXDB* genes show *cis*-acting expression differences in *Gasterosteus* spines. **a**, F1 progeny were generated in a cross between a low-spine and high-spine *Gasterosteus* and tissues were isolated from up to seven indicated locations (DS1, DS2, DS3 (if present), blank pterygiophore (Pter), DSL, DF and AF) to measure allele-specific gene expression in the fin fold stage. Note DS3 only developed in some F1 progeny, so this location has fewer samples (*n* = 6 for DS3; *n* = 18 for all other tissues). **b**, The box plots show the ratios of high-spine to low-spine allele expression at each of three *HOXDB* genes. The *y* axis is the log_2_ of the high-spine versus low-spine read ratio at a SNV (black line: equal expression at a log_2_ ratio of 0). The *x* axis shows the seven tissues collected from fin fold stage fish arranged from anterior to posterior, as well as the sample collected from earlier whole embryos (embryo). Centre line, median; box limits, IQR; whiskers, 1.5× IQR; each measurement is represented by a single point. SNVs scored for each dorsal tissue compared to the anal fin: *HOXD11B*, chrVI:17,756,571; *HOXD9B*, chrVI:17,764,664; and *HOXD4B*, chrVI:17,783,616 (*gasAcu*1-4). Differences were significant in the anterior spines for all three *HOXDB* genes (DS1: *HOXD11B* (chrVI:17,756,571) *P* = 3 × 10^−7^; *HOXD9B* (chrVI:17,764,664) *P* = 6 × 10^−6^; *HOXD4B* (chrVI:17,783,616) *P* = 1 × 10^−5^; DS2: *HOXD11B* (chrVI:17,756,571) *P* = 3 × 10^−7^; *HOXD9B* (chrVI:17,764,664) *P* = 4 × 10^−7^; *HOXD4B* (chrVI:17,783,616) *P* = 4 × 10^−7^; DS3: *HOXD11B* (chrVI:17,756,571) *P* = 4 × 10^−4^; *HOXD9B* (chrVI:17,764,664) *P* = 8 × 10^−4^; *HOXD4B* (chrVI:17,783,616) *P* = 6 × 10^−4^; all *P* values by two-tailed Mann–Whitney *U*-test). **P ≤ 1 × 10^−3^, ***P ≤ 1 × 10^−6.^ All alleles with 0 reads have been replaced with 0.5 for graphical representation purposes and statistical analysis. NS, not significant.

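At the SNVs scored in Fig. 2b, the ratio was computed in each of the 12 whole embryos from the allele counts. Which allele is the high-spine one was taken by eye from the embryo points of Fig. 2b, as the alternate base at the *HOXD11B* and *HOXD4B* SNVs and the reference base at the *HOXD9B* SNV, so the sign of each ratio follows the figure. The log2 ratio of high-spine to low-spine reads at the *HOXD11B* SNV was 0.18 ± 0.78 (SD, n = 12 embryos) with a median of 0.08. It ranged from -1.10 to 2.00 and was above 0 in 6 embryos and below 0 in 5. The mean was not distinguishable from equal expression (two-sided exact sign-flip permutation test, p = 0.461). At the *HOXD9B* SNV the log2 ratio was 0.25 ± 0.67 (SD, n = 12) with a median of 0.13, above 0 in 6 embryos and below 0 in 3 (p = 0.227 from the same exact permutation test). Pooled over embryos, 52.6% of the *HOXD11B* reads (95% interval 46.2% to 58.9%) and 54.4% of the *HOXD9B* reads (46.3% to 62.3%) came from the high-spine allele. The *HOXD4B* SNV had a log2 ratio of 0.40 ± 0.39 (SD, n = 12) with a median of 0.36, and the high-spine allele had more reads in 10 of the 12 embryos. The mean at the *HOXD4B* SNV differed from equal expression (exact permutation p = 0.00342, or 0.0103 after Benjamini-Hochberg adjustment over the 3 SNVs), although it was about as large as the SD between embryos. Of the pooled reads, 55.9% (52.6% to 59.2%) came from the high-spine allele. The margin on either side of the 95% interval of the mean over embryos (t distribution) was 0.49 for *HOXD11B*, 0.43 for *HOXD9B* and 0.25 for *HOXD4B*, so smaller mean differences were not detectable with this spread between embryos. The setting that moved these ratios most was a test against the genome-wide median log2 ratio in place of 0, which moves each SNV by the same amount in a direction set by which base is the high-spine one, and gave a difference of 1.18 for *HOXD11B*, -0.75 for *HOXD9B* and 1.40 for *HOXD4B*.

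**Figure D1:**
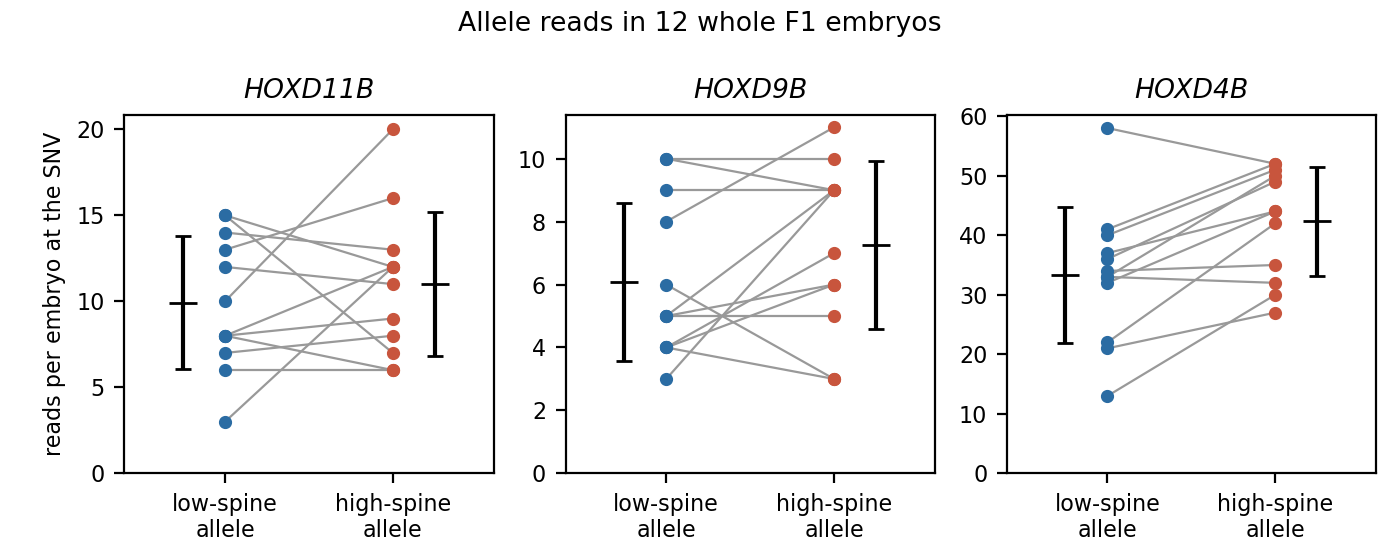
Reads per embryo (y axis) from the low-spine and high-spine allele at the SNV scored in Fig. 2b for each gene. Each point is 1 of 12 whole embryos, lines join the alleles of an embryo, and bars show the mean ± SD. The lines slope both ways for *HOXD11B* and *HOXD9B*, and 10 of 12 rise towards the high-spine allele for *HOXD4B*.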

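Reads from *HOXD11B*, *HOXD9B* and *HOXD4B* were present in each of the 12 whole embryos. At the *HOXD11B* SNV scored in Fig. 2b, at chromosome VI position 17756571 (*gasAcu1-4*), between 12 and 30 reads were counted per embryo, with a median of 21. The *HOXD9B* SNV at position 17764664 had 7 to 20 reads per embryo, with a median of 11.5, and the *HOXD4B* SNV at position 17783616 had 43 to 110, with a median of 78.5. Of the raw reads at the *HOXD9B* SNV, 10.8% had low mapping quality and were not counted, against 0.218% at the *HOXD4B* SNV and none at the *HOXD11B* SNV. Because no annotation of these genes on *gasAcu1-4* was used here, sites were given to a gene when they lay within 4 kb of its SNV. Within that distance 13 sites were listed for *HOXD11B*, 26 for *HOXD9B* and 31 for *HOXD4B*, of which 10, 18 and 26 sites were listed in every embryo.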

All three *HOXDB* genes were expressed in the whole embryo samples from stages 19–20 (Fig. 2b). Reads from RNA-seq were assigned to low- or high-spine *HOXDB* alleles using exonic single-nucleotide variants (SNVs) that differ between the Little Campbell and Boulton haplotypes (Extended Data Fig. 6). 

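With more than 12 reads required in every embryo, 3 SNVs were informative for *HOXD11B* (chromosome VI positions 17757143, 17757146 and 17757191), none for *HOXD9B* and 4 for *HOXD4B* (17782714, 17783250, 17783616 and 17783618). The *HOXD11B* SNV of Fig. 2b fell just outside this limit, as its least covered embryo had 12 reads. When both alleles were instead required to be read at least once in every embryo, a filter chosen after the data were seen, 9 SNVs qualified for *HOXD11B*, 5 for *HOXD9B* and 7 for *HOXD4B*. These 21 SNVs include all 7 that passed the stricter limit. Their alleles are reported as reference and alternate base of *gasAcu1-4*, since which base belongs to the Boulton haplotype was not looked up for each SNV. Whether each SNV is exonic was not checked.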

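The *HOXD9B* SNVs with both alleles read in every embryo lay on chromosome VI (*gasAcu1-4*) at 17763039, 17763202, 17763337, 17764343 and 17764664. Over the 12 embryos they had 136 to 231 pooled reads, and none reached the depth of more than 12 reads in every embryo. The reference allele contributed 45.2% of reads at 17763202 (95% Clopper-Pearson interval 38.4% to 52.0%), the lowest of the 5 SNVs, and the highest share was at the SNV of Fig. 2b. Two-sided exact binomial p-values ranged from 0.174 to 0.599, and after Benjamini-Hochberg adjustment over the 21 SNVs of the 3 genes the lowest was 0.305. By the exact sign-flip permutation test over embryos, 17763202 had p = 0.0488 (0.103 after adjustment), with more alternate than reference reads in 8 of 12 embryos. The log2 ratio of reference to alternate reads there was -0.34 ± 0.54 (SD, n = 12). The requirement of both alleles in every embryo leaves out SNVs with a strong imbalance at this depth. Without it, 17764215 had 96 reference and 14 alternate reads (binomial p = 3.3e-16, exact permutation p = 0.00586), with no alternate read in 8 embryos, and 17764474 had 85 and 17 (binomial p = 4.7e-12, exact permutation p = 0.000977), with none in 2 embryos. Whether every embryo is heterozygous at these SNVs was not determined.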

*HOXD9B* showed no significant allele-specific expression differences at 5 different informative SNVs. *HOXD11B* showed differences at 3 of 8 SNVs (binomial test *P* < 0.01), and *HOXD4B* showed differences at 3 of 6 informative SNVs (binomial test *P* < 0.001) (Fig. 3b). 

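Of the 3 *HOXD11B* SNVs with more than 12 reads in every embryo, 2 SNVs had a two-sided exact binomial p-value below 0.01. At 17757146, 104 reference and 186 alternate reads were counted over the 12 embryos, a reference share of 35.9% (95% interval 30.3% to 41.7%, p = 1.69e-06), with more alternate reads in 10 embryos. At 17757143, 3 bp away, 173 reference and 127 alternate reads gave a reference share of 57.7% (51.9% to 63.3%, p = 0.00926), with more reference reads in 9 embryos. The share at 17757191 was 45.3% (39.7% to 51.0%, p = 0.111). Against the spread between embryos, 17757146 kept an exact sign-flip permutation p of 0.00977, whereas 17757143 had p = 0.0205. Leaving out each embryo in turn gave 1 or 2 *HOXD11B* SNVs below 0.01. Among the 9 *HOXD11B* SNVs with both alleles read in every embryo, 3 were below 0.01, the additional one being 17756868 with a reference share of 62.9% (55.1% to 70.2%, p = 0.00109).

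All 4 *HOXD4B* SNVs with more than 12 reads in every embryo had a binomial p-value below 0.001 and stayed below 0.01 by the exact permutation test and in every fit that left out 1 embryo. The largest imbalance was at 17782714, with 186 reference and 564 alternate reads, a reference share of 24.8% (21.7% to 28.1%, p = 4.72e-45) and more alternate reads in 12 of 12 embryos. The reference share was 59.0% at 17783250 (55.9% to 62.1%, p = 1.17e-08). More reference than alternate reads there need not mean the other haplotype, since the base of each haplotype at this SNV was not looked up. It was 44.1% at 17783616 (40.8% to 47.4%, p = 0.000378) and 42.0% at 17783618 (38.6% to 45.3%, p = 2.33e-06). The remaining 3 *HOXD4B* SNVs with both alleles read in every embryo had p-values from 0.0470 to 0.473. Over all 21 SNVs of the 3 genes, 8 passed a Benjamini-Hochberg adjusted binomial p of 0.05, and 6 did so by the permutation test over embryos.

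**Figure D2:**
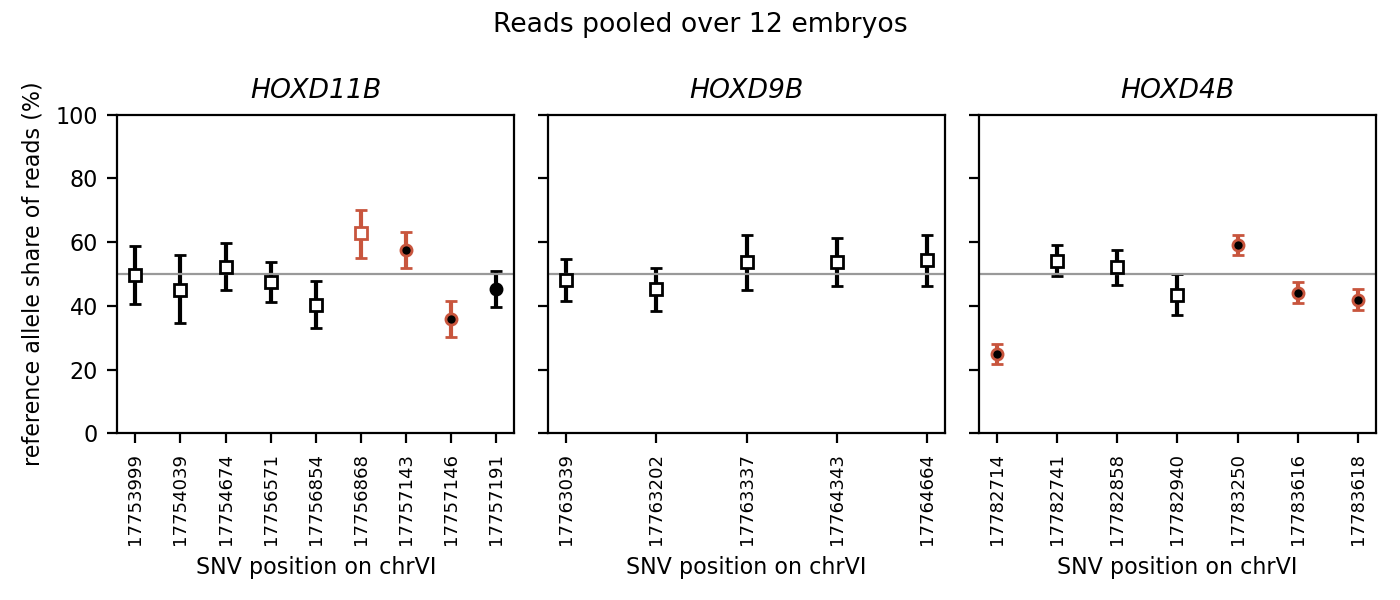
Share of reads carrying the reference base (y axis, percent) at each *HOXDB* SNV with both alleles read in every embryo (x axis, position on chromosome VI of *gasAcu1-4*), pooled over 12 embryos. Bars are 95% Clopper-Pearson intervals, filled circles mark more than 12 reads in every embryo, open squares mark fewer, orange outlines and bars mark a binomial p below 0.01 and the grey line is 50%. All intervals of *HOXD9B* include the line, and SNVs of the other genes lie on both sides of it. The side does not show which haplotype was higher, since the Boulton base was not looked up for each SNV.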

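Pairs of SNVs at most 30 bp apart, which the same reads can span, were compared within *HOXD11B* and *HOXD4B*. In the phase that brings the pooled allele shares closer, Fisher's exact test gave p = 0.110 for 17757143 and 17757146 and p = 0.582 for 17756854 and 17756868, both in opposite phase, and p = 0.389 for 17783616 and 17783618 in the same phase. The choice of phase and the reads shared by a pair favour high p-values in this test. For 17757143 and 17757146 the opposite phase was closer in 7 embryos and the same phase in 4. For 17757143 and 17757146, which lie 3 bp apart in *HOXD11B*, a pair of haplotypes left 22.0% of reads unexplained with 1 phase for all embryos. With the better of the possible phases taken in each embryo, which can only lower the value, it was 18.0%. The comparisons with other pairs use the better phase of each embryo. The median over 1000 other pairs at most 5 bp apart and of similar depth was 3.38%, and 93.3% of those pairs had a lower value. In embryo 7 the counts were 22 reference and 6 alternate reads at the first SNV and 13 of each at the other. The *HOXD4B* SNVs 17783616 and 17783618, 2 bp apart, left 3.82% of reads unexplained, more than 60.0% of pairs at most 5 bp apart. For 17756854 and 17756868 in *HOXD11B*, 14 bp apart, the value was 8.67%, lower than the median of 10.4% for pairs 9 to 19 bp apart. The largest value was 56.3% for 17782714 and 17782741 in *HOXD4B*, 27 bp apart, above 95.1% of pairs 22 to 32 bp apart. There the pooled depth fell from 750 to 415 reads, which alone sets this value to at least 28.8%, and the reference share was 54.2% at the second SNV, a difference from the first beyond counting error in either phase (Fisher's exact test, p = 1.94e-23 and 4.33e-13). Compared by allele share alone, without regard to depth, the difference in the better phase of each embryo was 19.2 percentage points for this pair, above 92.9% of the pairs compared, and 15.1 for 17757143 and 17757146, above 95.6%.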

Different results for different SNVs may reflect the heterogeneity of expression locations and gene isoforms present in whole embryos. Overall, there were no striking expression differences between the two alleles in embryos.

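The *HOXDB* SNVs were set against informative SNVs of the whole genome. Among the 1000 informative SNVs nearest in mean depth, the absolute log2 ratio of the 7 *HOXDB* SNVs with more than 12 reads in every embryo lay between the 14.0 and the 59.0 percentile, with a median of 20.3. Many of the comparison SNVs were heterozygous in some embryos only. Compared with SNVs whose minor allele share was above 5% in every embryo, a restriction chosen after the data were seen, the median percentile was 77.1 and the highest was 96.2, at 17782714. Over all informative SNVs the median pooled reference share was 66.7%, and over the 21164 SNVs with both alleles in every embryo it was 51.3%.

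In edgeR's quasi-likelihood test of reference against alternate counts, with the embryo as a block, 22128 of 97935 informative SNVs had a Benjamini-Hochberg adjusted p below 0.05, with the reference allele higher at 17582 and the alternate at 4546. The *HOXD4B* SNV 17782714 was among them, with a log2 ratio of -1.58 (standard error 0.20, adjusted p = 0.000295). The other 6 *HOXDB* SNVs had adjusted p-values from 0.0507 to 0.275. When only SNVs with both alleles in every embryo were tested, 7591 of 21164 passed, 5282 with more reference and 2309 with more alternate reads, and 5 of the 7 *HOXDB* SNVs were among them. The setting that moved the count by the largest factor kept SNVs with both alleles in every embryo and an absolute log2 ratio of at least 1, a choice made after the data were seen, and gave 1806 SNVs. The same cut on the log2 ratio under the main filter gave 20311. DESeq2 with 1 size factor per embryo gave the highest count, 61335, and edgeR with no replicate block gave 21078. The paper proposes that unlike results at different SNVs may reflect heterogeneous expression locations and isoforms in whole embryos, and it states that the alleles showed no striking differences in embryos.

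**Figure D3:**
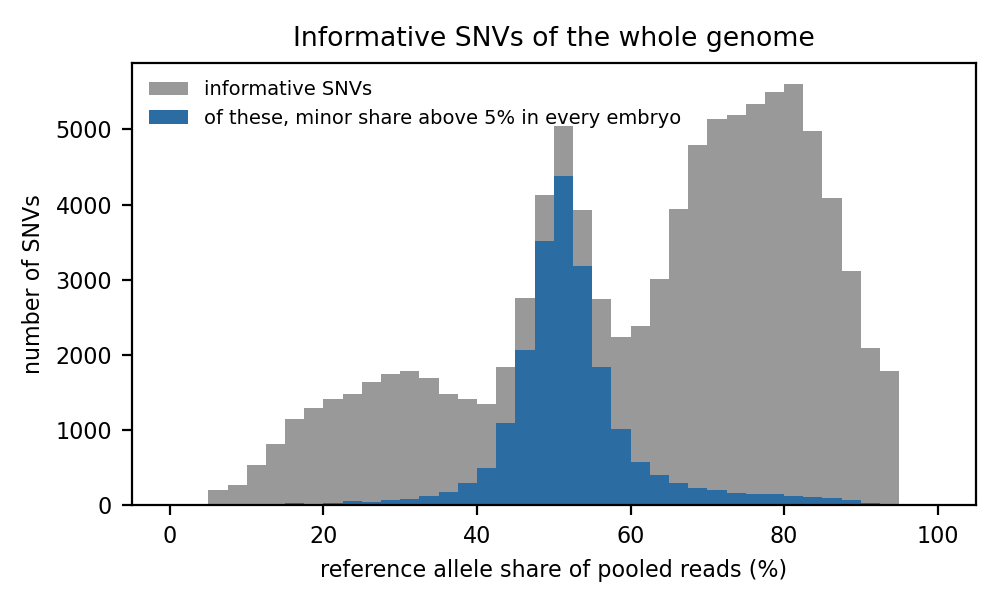
Number of informative SNVs (y axis) by the reference share of reads pooled over 12 embryos (x axis, percent), for all informative SNVs in grey and for those with a minor allele share above 5% in every embryo in blue. The blue SNVs centre on a median of 51.3%, whereas the grey ones have a median of 66.7% and further groups on either side of the centre.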

At the later fin fold stage, we sequenced dissected tissues from 12 three-spined and 6 four-spined F1 individuals. We compared the expression in the dorsal spines and fin to anal fin expression as a control. DS1, DS2 and DS3 showed allele-specific expression differences of all three *HOXDB* genes. Higher expression was seen from the high-spine parent allele (Fig. 2b). Expression differences were seen in all F1 hybrid siblings, regardless of whether they had a three- or four-spined phenotype. Elevated expression of the high-spine allele was not seen at the Pter, DSL or DF locations (Fig. 2b). In DS1 and DS2, almost all detectable sequence reads for all three *HOXDB* genes came from the high-spine *Gasterosteus* allele. This is consistent with the previous patterns observed with the *HOXD11B* low-spine GFP reporter line, which showed low-spine allele expression at posterior, but not anterior, fin fold locations (Fig. 1e). Elevated expression from the high-spine allele led to a significant positive log_2_ ratio of high-spine to low-spine expression in each of the dorsal spines when compared to the anal fin (Fig. 2b). Similar results were seen for all SNVs that were scoreable in the 3 *HOXDB* genes (*HOXD11B*, 10 SNVs; *HOXD9B*, 10 SNVs; *HOXD4B*, 8 SNVs).

### *HOXDB* is associated with spine number and length in *Apeltes*

To determine if other stickleback genera use the same locus to control dorsal spine patterning, we conducted an association mapping study in *Apeltes quadracus*. As their scientific name suggests, *Apeltes* “*quadracus*” typically has four dorsal spines. However, multiple wild populations in Canada show more or fewer spines^49^ (see Fig. 3 and Extended Data Figs. 7 and 8 for further details of anatomy). *Apeltes* spine number differences are heritable and correlated with ecological conditions^50,51^. We sampled 2 populations in Nova Scotia: ‘Louisbourg Fortress’ with predominantly 5 dorsal spines (range 3–6; Fig. 3a) and ‘Tidnish River 3’ with predominantly 4 dorsal spines (range 2–6, Extended Data Fig. 8). We genotyped roughly equal numbers of low-spine (2–4 spines) and high-spine (5–6 spines) individuals across the *HOXDB* locus (Louisbourg *n* = 211 total, 1 three-spine, 104 four-spine, 99 five-spine, 7 six-spine; Tidnish *n* = 121 total, 1 two-spine, 1 three-spine, 59 four-spine, 59 five-spine, 1 six-spine). We observed a highly significant association between spine number and genotypes at two markers located between *HOXD9B* and *HOXD11B* (Fig. 3b, black line). At the peak marker (*AQ-HOXDB*_6), wild fish homozygous for the AA allele had an average of 5.1 spines (s.d. = 0.4) while fish homozygous for the GG allele had an average of 4.2 spines (s.d. = 0.5).

**Fig. 3:**
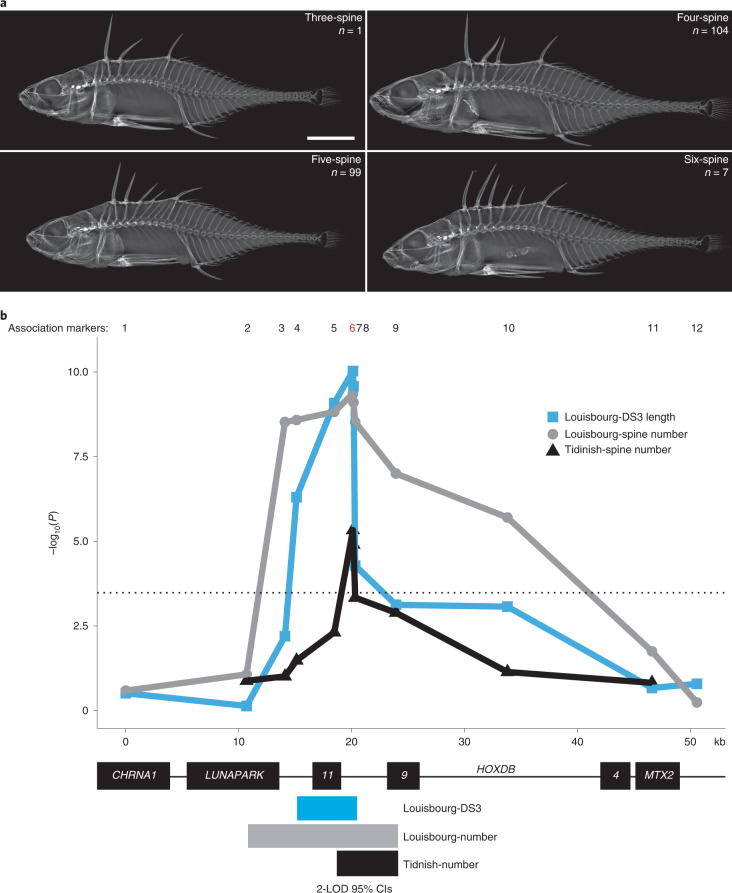
Spine number and DS3 length are associated with the *HOXDB* locus in *Apeltes*. **a**, X-rays of *Apeltes quadracus* from Louisbourg Fortress with 3–6 dorsal spines. Scale bar, 5 mm. **b**, Association mapping of *Apeltes* from Louisbourg Fortress (*n* = 211) and Tidnish River 3 (*n* = 121). Both populations show a significant association between spine number and the *HOXDB* locus. *Apeltes* from Louisbourg Fortress were also phenotyped for dorsal spine length and showed a significant association between DS3 length and the *HOXDB* cluster. The markers used are displayed across the top (1–12) and the peak marker (6) is highlighted in red. The dotted line represents the Bonferroni-corrected significance threshold at *α* = 0.05. The 95% confidence intervals (CIs) (2-LOD) for spine number are denoted by the bars at the bottom (grey for Louisbourg, black for Tidnish). The overlapping 95% CI for spine number is approximately 5,750 bp from the third exon of *HOXD11B* to the first exon of *HOXD9B*. The smallest interval shared by both spine number and spine length intervals is approximately 2 kb, including *HOXD11B* exon 3 and part of the intergenic region between *HOXD9B* and *HOXD11B*. Additional anatomical details and association plots for other spine lengths are shown in Extended Data Fig. 7. Source data

We also measured spine length to test whether, as in *Gasterosteus*, the *Apeltes HOXDB* cluster was associated with spine length changes in the Louisbourg fish. We numbered spines similarly to *Gasterosteus*, with a three-spine *Apeltes* having from anterior to posterior DS1, DS2 and DSL, and a six-spine *Apeltes* having DS1, DS2, DS3, DS4, DS5 and DSL (Extended Data Fig. 7a). Only DS3 length was strongly associated with genotypes in the *HOXDB* region (Fig. 3b, blue line and Extended Data Fig. 7). The genotype at the peak marker (*AQ-HOXDB*_6) explained 22% of the overall variance in DS3 length of wild-caught fish.

The minimal genomic interval shared by both spine number and length associations was approximately 2 kilobases (kb), including *HOXD11B* exon 3 and part of the intergenic region between *HOXD9B* and *HOXD11B* (Fig. 3b). Based on whole-genome DNA sequencing from Louisbourg (*n* = 2) and RNA-seq data (*n* = 14) (Methods), no sequence variation was found in the protein-coding regions of *HOXD11B* or *HOXD9B*. The peak marker for both associations was a change of two adjacent intergenic bases from GG to AA. Together, these results suggest that increased spine number and increased DS3 length in some *Apeltes* probably arise from a regulatory difference in the non-coding interval between *HOXD9B* and *HOXD11B*.

### *Apeltes HOXDB* genes show *cis*-regulatory spine differences

To test for *cis*-acting regulatory differences in *Apeltes HOXDB* genes, we generated F1 hybrids with contrasting *Apeltes* haplotypes in the key genomic interval and carried out RNA-seq on spines, blank pterygiophores and dorsal and anal fins at the fin fold stage (Fig. 4a). While there were no sequence differences in the protein-coding portions of the *HOXDB* genes, the 3′ untranslated regions (UTRs) of *HOXD9B* and *HOXD11B* had variants that could be used to determine the expression level coming from the genotypes associated with low-spine (L) or high-spine number (H) in the association study (Fig. 4b). In F1 fish carrying one L haplotype and one H haplotype, the L haplotype *HOXD9B* and *HOXD11B* genes had significantly higher expression (Fig. 4c). Differences were most pronounced in DS3, the same spine whose overall length was associated with *HOXDB* genotypes (Fig. 4c).

**Fig. 4:**
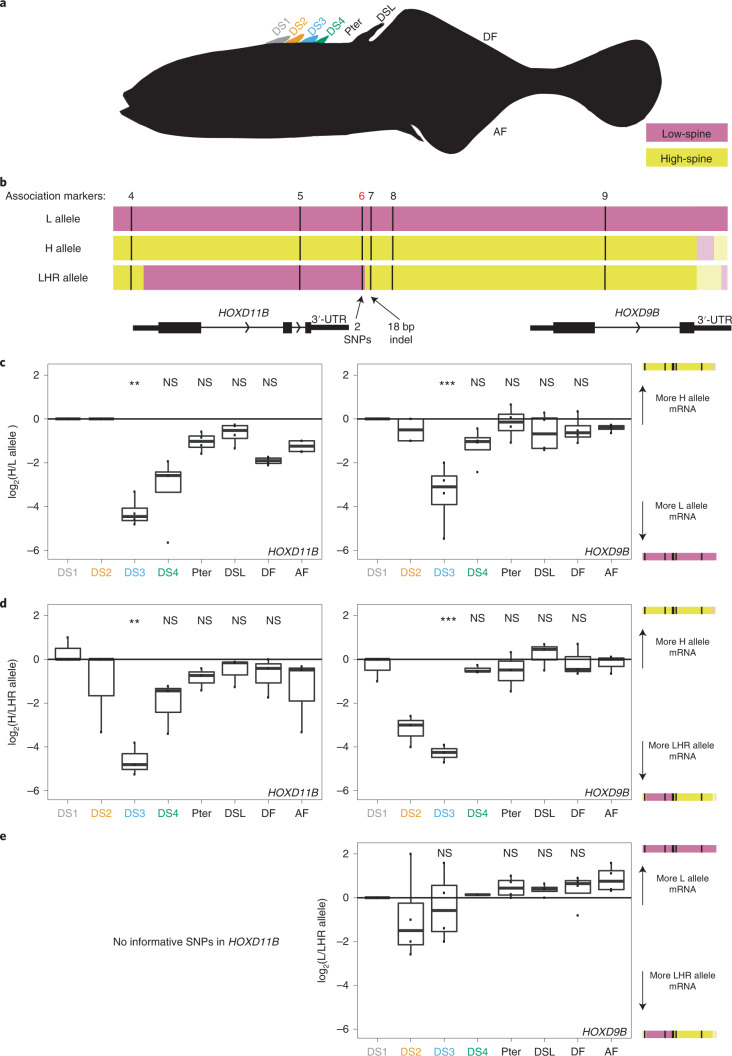
*HOXDB* genes show *cis*-acting expression differences in *Apeltes* spines. **a**, Outline of *Apeltes* fin fold stage fry. Tissues were isolated from DS1, DS2, DS3, DS4, Pter, DSL, DF and AF to measure allele-specific gene expression in F1 hybrids. (DS4 only developed in some progeny.) **b**, Three *HOXDB* haplotypes segregating in cross. Black lines: association mapping markers. Pink: regions with genotypes associated with low-spine phenotypes in Fig. 3b. Yellow: regions with genotypes associated with high-spine phenotypes in Fig. 3b. Lighter shading: regions where marker association is unknown but DNA variants are shared between haplotypes of the same colour. **c**, Box plots showing allele-specific expression ratios in all tissues dissected from fry heterozygous for the H and L haplotypes (*n* = 4). All box and whisker plots: centre line, median; box limits, IQR; whiskers, 1.5× IQR; each measurement is represented by a single point. Reads from DS3, DS4, Pter, DSL and DF were compared to reads from AF to determine significance (DS3: *HOXD9B* (chr06:16,028,519) *P* = 3 × 10^−7^; *HOXD11B* (chr06:16,020,516) *P* = 9 × 10^−4^, two-tailed Fisher’s exact test). DS1 and DS2 were not assessed because read counts were too low (Extended Data Fig. 5). **d**, Box plots showing allele-specific expression ratios in all the tissues dissected from fry heterozygous for LHR and H haplotypes (*n* = 3). Allele-specific expression was seen in DS3 compared to anal fin for both *HOXD11B* and *HOXD9B* (DS3: *HOXD9B* (chr06:16,027,923) *P* = 9 × 10^−8^; *HOXD11B* (chr06:16,020,516) *P* = 1 × 10^−3^, two-tailed Fisher’s exact test). **e**, Box plot showing allele-specific expression ratios in all tissues dissected from fry heterozygous for L and LHR haplotypes (*n* = 4). Only *HOXD9B* is shown because *HOXD11B* lacks informative variants between L and LHR haplotypes (DS3: *HOXD9B* (chr06:16,027,923) *P* = 0.08, two-tailed Fisher’s exact test). **P ≤ 1 × 10^−3^, ***P ≤ 1 × 10^−6^.

Some F1 fish generated for the allele-specific expression experiment carried both an H haplotype and a recombinant haplotype that we termed the low-high-recombinant (LHR) haplotype (Fig. 4b). These fish showed an allele-specific expression pattern similar to fish heterozygous for an H and L haplotype, with more expression of *HOXD9B* and *HOXD11B* coming from the LHR haplotype (Fig. 4d). In contrast, fish heterozygous for the LHR and L haplotypes showed no significant difference in *HOXD9B* expression (Fig. 4e). Thus, at a gene expression level, the LHR haplotype behaved more like the L haplotype than the H haplotype. Similarly, at the phenotypic level, F1 individuals heterozygous for the L and LHR haplotypes typically had low spine numbers, resembling fish homozygous for L haplotypes, while fish homozygous for H haplotypes had higher spine numbers (L/L fish: 16 out of 16 with 3 or 4 spines; L/LHR fish: 15 out of 18 with 3 or 4 spines, 3 out of 18 with 5 spines; H/H fish: 16 out of 16 with 5 or 6 spines; two-tailed Fisher’s exact test, *P* = 9 × 10^−11^; post-hoc pairwise Fisher’s exact test, Bonferroni-corrected at *α* = 0.05, L/L versus L/LHR *P*_adj_ = 0.7; L/LHR versus H/H *P*_adj_ = 1 × 10^−6^; L/L versus H/H *P*_adj_ = 1 × 10^−8^). These results suggest that the key genomic interval controlling both gene expression differences and phenotypic differences between the L/LHR and H haplotypes maps to the minimal approximate 5 kb region shared between the L and LHR haplotypes (pink region on the left of Fig. 4b).

### Genomic changes in a *Gasterosteus* and *Apeltes* spine enhancer

To search for *cis*-regulatory sequences contributing to *HOXDB* expression variation, we looked for conserved non-coding sequences and open chromatin domains located in the minimal interval defined by the association and gene expression studies. This identified 1 approximately 500 base pair (bp) region (Fig. 5a) found in both *Apeltes* and *Gasterosteus* that is conserved by phastCons alignment to Tetraodon, Medaka, and Fugu^52^. This small conserved region contained the peak scoring marker in the *Apeltes* association study (two adjacent bases changed from GG to AA) (Fig. 5c). This conserved non-coding region also corresponds to a region of open chromatin in Medaka embryos at stages equivalent to those where we see embryonic *HOXDB* expression in sticklebacks^53^.

**Fig. 5:**
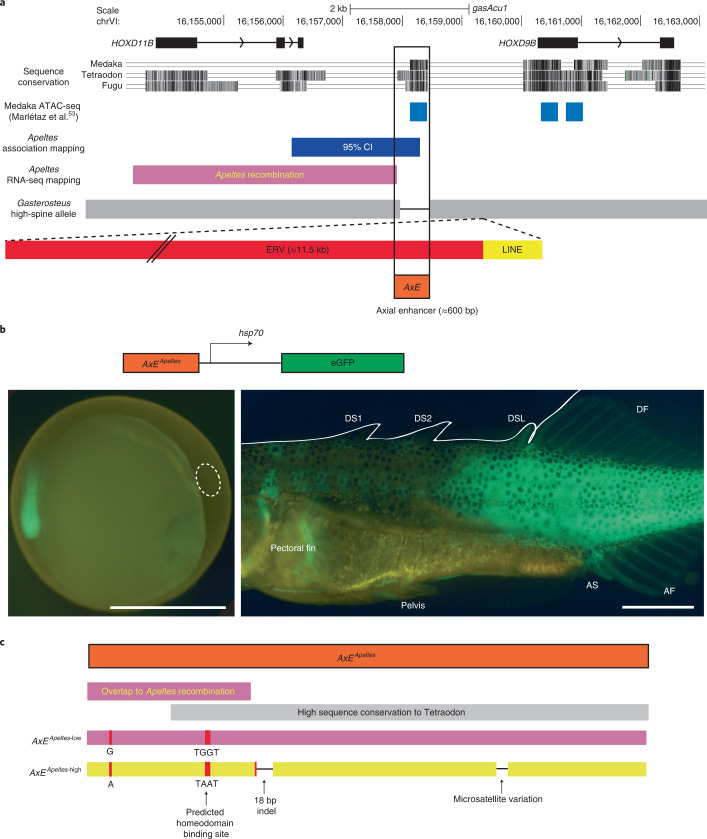
The genomic region between *HOXD11B* and *HOXD9B* contains a conserved *AxE* showing sequence changes in both *Gasterosteus* and *Apeltes*. **a**, The protein-coding exons of *HOXD11B* and *HOXD9B* are shown in *Gasterosteus* (*gasAcu*1) genomic coordinates. Sequence conservation: phastCons conserved sequence regions identified in exons and in an approximately 500 bp intergenic region from comparisons between fish genomes. The conserved non-coding region overlaps an assay for transposase-accessible chromatin using sequencing (ATAC-seq) peak from Medaka embryonic stage 19 (ref. ^53^) and partially overlaps the genomic intervals defined by spine phenotype and RNA expression changes in *Apeltes*. In high-spine *Gasterosteus*, the conserved region *AxE* is deleted (as indicated by a black line between the two grey boxes) and ERV and LINE sequences are inserted (in red and yellow, respectively). **b**, Approximately 600 bp *AxE* regions from low-spine and high-spine *Apeltes* were cloned into a *Tol2* GFP expression construct and injected into *Gasterosteus* embryos. Both versions drove expression in the tailbud of embryos (left) and the fin fold, spines, and dorsal, anal and caudal fins of stage 31 fry (right), confirming that the region acts as an enhancer. Scale bar, 1 mm. **c**, There are four sequence differences in the *AxE* region of high- and low-spine *Apeltes* alleles: one microsatellite variation; an 18 bp indel; a SNP; and 2 adjacent SNPs. Only the single and two adjacent SNPs are within the region implicated by *Apeltes* recombination and RNA-seq differences (pink bar).

We cloned the *Apeltes* region from both the L and H haplotypes (611 bp in L; 587 bp in H) and tested whether the sequences could drive GFP reporter expression in transgenic enhancer assays. Because *Apeltes* have very small clutch sizes, constructs were injected into *Gasterosteus* to obtain sufficient transgenic embryos for analysis. The approximately 600 bp non-coding constructs both drove expression at embryonic time points in the tail of transgenic embryos in a similar pattern to that seen in the in situ hybridizations for *HOXD9B* and *HOXD11B* (Fig. 5b left and Extended Data Fig. 3b,c). At later time points, the conserved non-coding regions drove expression in the dorsal, caudal and anal fins; dorsal and pelvic spines; and the posterior of the fish (Fig. 5b, right). Similar patterns were driven by both the L- and H-type *Apeltes* constructs (Fig. 5c), although we note that differences in both strength and patterns of expression can be difficult to detect in mosaic transgenic fish resulting from random *Tol2* integration (L 611 bp region: *n* = 22 transgenics with bilateral green eyes; *n* = 6 out of 22 pectoral fin, *n* = 8 out of 22 pelvis, *n* = 9 out of 22 dorsal spines, *n* = 11 out of 22 dorsal fin, *n* = 9 out of 22 anal fin, *n* = 10 out of 22 posterior muscle; H 587 bp region: *n* = 19 with bilateral green eyes; *n* = 2 out of 19 pectoral fin, *n* = 4 out of 19 pelvis, *n* = 9 out of 19 dorsal spines, *n* = 11 out of 19 dorsal fin, *n* = 11 out of 19 anal fin, *n* = 10 out of 19 posterior muscle (Fisher’s exact test at all sites: *P*_adj_ = 1)). Given the consistent expression patterns seen in both tail buds and later axial structures of transgenic fish, we refer to the approximately 600 bp conserved intergenic sequence as an axial enhancer (*AxE)* of the *HOXDB* locus.

Although *AxE* sequences are conserved between *Apeltes* and typical *Gasterosteus*, we were unable to amplify the *AxE* region from the Boulton high-spine allele in the *Gasterosteus* QTL cross. We used PacBio long-read sequencing to identify the intergenic region between *HOXD9B* and *HOXD11B* from the Boulton high-spine allele. The sequenced region shows major structural changes, including a deletion that removes almost all of the *AxE* and the presence of two transposable elements not present at this location in the low-spine reference genome^43^: a long interspersed nuclear element (LINE) (L2–5_GA) element and an endogenous retrovirus (ERV1-6_GA-I) (Fig. 5a). The LINE element is approximately 1 kb and also present in additional *Gasterosteus* populations in the Pacific Northwest (sequencing data from^54^). When the LINE element was detected in other populations, it was not associated with the *AxE* sequence deletion seen in Boulton. The ERV insertion was approximately 11 kb containing open reading frames for an envelope and Gag-Pol proteins, flanked by approximately 1 kb long terminal repeats (LTRs). Junction sequences for this retroviral insertion near *AxE* were not found in the sequenced genomes of over 200 *Gasterosteus* from different populations^43,54^. Thus, the Boulton high-spine allele shows both the nearly complete loss of *AxE* and the addition of new sequences.

To determine if loss of the *AxE* sequence alone was sufficient to recapitulate the phenotypic effect of a higher spine number and shorter DS2 length in *Gasterosteus*, we deleted the region in low-spine *Gasterosteus* using CRISPR targeting. In mosaic F0 founder fish, no significant effects on spine number were detected. However, DSL and AS were significantly longer in the F0 injected mutants compared to their control siblings (Extended Data Fig. 9). Both the spines affected and the direction of phenotypic effects resembled the phenotypes seen when targeting the *HOXD11B* protein-coding region. These results suggest that the *AxE* region is required for normal spine length patterning in *Gasterosteus* but that additional sequence changes probably contribute to the spine number phenotypes linked to the region.

To test whether any of the additional transposable element sequences in the Boulton high-spine allele might contribute new enhancer activities, we tested whether the approximately 1 kb LINE or the approximately 1 kb LTR of the ERV could drive GFP reporter gene expression in transgenic enhancer assays compared to an empty vector control. While the empty vector and the LINE did not drive expression at an early fin fold stage (Swarup stage 29), the LTR drove expression in the dorsal fin fold, anal fin, posterior muscle, heart and gills (empty vector: *n* = 17 transgenics with bilateral green eyes; *n* = 2 out of 17 whole-body, *n* = 1 out of 17 heart, *n* = 0 out of 17 posterior muscle, *n* = 0 out of 17 dorsal fin fold, *n* = 0 out of 17 anal fin fold, *n* = 0 out of 17 gill, *n* = 0 out of 17 caudal fin; LINE: *n* = 13 transgenics with bilateral green eyes; *n* = 0 out of 13 whole-body, *n* = 0 out of 13 heart, *n* = 0 out of 13 posterior muscle, *n* = 0 out of 13 dorsal fin fold, *n* = 0 out of 13 anal fin fold, *n* = 0 out of 13 gill, *n* = 0 out of 13 caudal fin; LTR *n* = 28 transgenics with bilateral green eyes; *n* = 3 out of 28 whole-body, *n* = 10 out of 28 heart, *n* = 16 out of 28 posterior muscle, *n* = 13 out of 28 dorsal fin fold, *n* = 12 out of 28 anal fin fold, *n* = 4 out of 28 gill, *n* = 16 out of 28 caudal fin; Fisher’s exact test empty vector versus LTR, whole-body *P*_adj_ = 1, heart *P*_adj_ = 0.2, posterior muscle *P*_adj_ = 4 × 10^−4^, dorsal fin fold *P*_adj_ = 4 × 10^−3^, anal fin fold *P*_adj_ = 7 × 10^−3^, gill *P*_adj_ = 1 and caudal fin *P*_adj_ = 4 × 10^−4^). Thus, the ERV insertion that is unique to the Boulton allele includes new *cis*-regulatory enhancer sequences. Additional regulatory sequences may be present in the rest of the insertion or surrounding region.

## Discussion

Vigorous historical debates have existed about whether mutations in homeotic genes are the likely basis of common morphological changes seen in wild animals. Most laboratory or human-selected mutations in genes are deleterious. In addition, transposable element insertions are strikingly depleted at *Hox* loci, an effect attributed to the likely deleterious consequences of making substantial regulatory changes in genes essential for development and survival^55,56^. On the other hand, the diversity of *Hox* cluster number, composition and expression patterns, and the powerful effects of *Hox* genes on many phenotypes in laboratory models, have made the genes often-cited candidates for the molecular basis of phenotypic differences between wild species, including sticklebacks^45,46^. *Cis*-acting regulatory differences at *Hox* loci clearly underlie evolutionary differences in trichome and pigmentation patterns in insects, but the underlying molecular changes are not known^20,21^. Our studies show that independent regulatory changes have occurred in the *HOXDB* locus of *Gasterosteus* and *Apeltes*, providing a compelling example of *cis*-acting variation in *Hox* genes linked to the evolution of new axial skeletal patterns in wild vertebrate species.

### Adaptive significance of dorsal spine number and length

Dorsal spines in sticklebacks play an important role in predator defence. Long spines increase the effective cross-sectional diameter of sticklebacks^57^ and can provide a survival advantage against gape-limited predators^58^. Prominent spines also provide holdfasts for grappling insect predators and may therefore increase the risk of predation by macroinvertebrates^39,59^. Different predation regimes may thus favour either increased or decreased spine lengths and numbers. The intensity of bird, fish and insect predation varies across locations, years and seasons, contributing to a range of spine phenotypes in natural stickleback populations^60–63^^;^.

Boulton is an extensively studied population where fish typically show two or three dorsal spines^39^. Detailed seasonal and longitudinal surveys showed that lower spine numbers in Boulton fish are correlated with a higher intensity of insect predation and higher spine numbers with a higher intensity of bird predation^60,64^. Because fish with four dorsal spines have not been seen in over 20,000 wild-caught Boulton fish, the occurrence of four-spine sticklebacks in the Boulton × Bodega Bay F2 laboratory cross is a transgressive phenotype^65^ that emerges when Boulton alleles are inherited on a mixed genetic background. We note, however, that the Boulton *HOXDB* region is also linked to shortening of DS2 in the QTL cross. We hypothesize that a *HOXDB* allele probably evolved in this population for its contributions to reduced DS2 length via a posteriorizing mechanism (Fig. 6). In the Boulton genetic background, this posteriorizing effect may be sufficient to change DS length without inducing formation of a new spine on a blank pterygiophore, while in the mixed genetic background of the QTL cross, the posteriorizing tendency of the Boulton allele leads to both spine length and number changes.

**Fig. 6:**
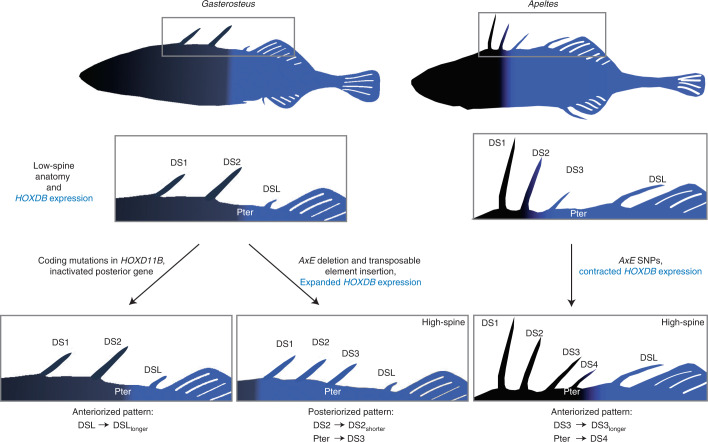
Model of dorsal spine pattern changes resulting from coding and expression differences in laboratory and wild stickleback populations. Typical *Gasterosteus aculeatus* (three-spine sticklebacks) have a convex pattern of spine lengths where the middle/DS2 spine is the longest). All three *HOXDB* genes have no or low expression in the anterior, DS1 and the strongest expression in the posterior DSL regions. CRISPR-induced coding region mutations in *HOXD11B* lengthen DSL. This is expected since the loss of a posterior *Hox* gene typically results in the anteriorization of structures; in this case, DSL is longer and thus looks more like DS2 (left). In contrast, the naturally occurring Boulton high-spine allele has expanded *HOXDB* gene expression anteriorly, such that all the *HOXDB* genes are expressed in all of the spines. Corresponding morphological effects seen in the QTL cross (shortening of DS2 and addition of a new spine on a blank pterygiophore between DS2 and DSL) are both consistent with posteriorization of dorsal midline structures (middle bottom). These morphological and gene expression changes are linked to *cis*-regulatory changes at the *HOXDB* locus, including the deletion of an enhancer (*AxE*) and insertion of two transposable elements. Typical *Apeltes quadracus* fish have a concave pattern of spine lengths (middle/DS3 spine the shortest). In low-spine *Apeltes*, *HOXDB* genes are strongly expressed from DS3 to the posterior. In high-spine *Apeltes*, the anterior boundary of *HOXDB* expression is shifted to the posterior and thus DS3 has lower *HOXDB* expression. Loss of expression of *HOXDB* genes is associated with lengthening of DS3 and the formation of a new spine on a pterygiophore between DS3 and DSL, both consistent with anteriorization of dorsal midline identities.

Although *Apeltes* sticklebacks typically develop four dorsal spines, many “*quadracus*” populations in Canada have predominantly three or five spines^49,50^. In an extensive comparison of *Apeltes* spine numbers and environmental variables across 570 locations, Blouw and Hagen^66–68^ found that increased spine number was correlated with the presence of predatory fish, while decreased spine number was correlated with more and denser vegetation. To study the possible adaptive value of spine number differences, Blouw and Hagan exposed mixed populations of four- and five-spine *Apeltes* to predatory fish and measured differential survival of spine morphs when half of the sticklebacks had been eaten^67^. When vegetation was present, predation was non-selective; however, when vegetation was absent, five-spine fish were less likely to be eaten by perch and trout. Consistent with the experimental predation experiments and known ecological correlations, the stomachs of wild-caught trout contained more four- than five-spine fish, while the stomachs of herons contained more five- than four-spine fish^67^. Thus, the dorsal spines in sticklebacks provide an excellent example of a prominent adaptive structure in vertebrates that evolves in response to different predation regimes in natural environments and diversifies in part through repeated regulatory changes in *Hox* genes.

Although spine phenotypes are clearly adaptive in sticklebacks, we note that we have not yet established whether the specific *HOXDB* alleles identified in the Boulton and Nova Scotia populations have been subjected to positive selection. Multiple dorsal spine phenotypes have been present in the Boulton, Louisbourg and Tidnish populations for decades, probably due to long-term balancing selection in the face of fluctuating predation regimes^49,60,67^. Long-term balancing selection is more difficult to detect at the molecular level than selective sweeps of a favoured allele^69^. However, recent experiments have successfully monitored short-term changes in the frequency of alleles of interest in sticklebacks after changes in environmental conditions^54,70^ or experimental exposure to predators^59^. In the future, it will be interesting to extend such studies to differential survival of particular *Hox* alleles and dorsal spine phenotypes, using either the alternative alleles we have identified in this study from natural *Gasterosteus* and *Apeltes* populations or CRISPR-edited sticklebacks engineered to carry particular *HOXDB* sequence variants.

### *Hox* genes and dorsal midline skeletal patterns

*Hox* genes are well known for controlling the identity of structures in repeating series, including body segments in insects, somite fates in vertebrates, digit identities in limbs and rhombomere segments in the hindbrain^10^. We propose that changes in dorsal spines and pterygiophores of fish also represent identity transformations within the dorsal midline. Many *Hox* changes are governed by ‘posterior prevalence’, where the posterior-most, highest-numbered *Hox* gene expressed in a given region generally controls the fate of that region^71,72^. Therefore, when posterior gene expression expands, the regions with expanded expression generally acquire a more posterior fate. Conversely, when activity of a *Hox* gene is lost from a region, that region typically acquires a more anterior fate.

Our RNA-seq studies show that many *Hox* genes in both *Gasterosteus* and *Apeltes* are expressed in the dorsal spines or fins of developing sticklebacks, with the exception of *Hox* PG1, some *Hox* PG13 genes, and all *HOXBB* cluster genes (Extended Data Fig. 5). Several *Hox* genes show strong differential expression across different spines and pterygiophores (including *HOXDB* genes), suggesting that morphological fates in the dorsal midline are probably influenced by the combined expression of multiple genes.

The *Gasterosteus* high-spine allele that causes expanded expression of the *HOXDB* genes would be predicted to result in a posteriorization of the regions gaining expression. As expected, this allele is associated with both a blank pterygiophore developing a spine (consistent with a shift to a more posterior identity like DSL) and the shortening of DS2 (consistent with what is typically the longest spine becoming more like the shortest, DSL). Conversely, knocking down *HOXD11B* expression by CRISPR–Cas9 is predicted to result in anteriorization of structures; the increased length of the DSL that we observe is consistent with a shift of DSL to a more anterior and therefore longer spine fate (Fig. 6).

The *Apeltes* H allele that shows reduced *HOXD9B* and *HOXD11B* gene expression in DS3 is associated with both increased spine number and a longer DS3. The number and length phenotypes can both be interpreted as transformations to a more anterior fate. In this model, the appearance of a fifth spine on a normally blank pterygiophore could be explained by partial transformation to a more anterior, spine-bearing fate. Anterior spines are normally longer than posterior spines in *Apeltes*, so the increased length of DS3 is also consistent with an anterior transformation (Fig. 6).

### Independent changes in *HOXDB cis*-regulatory elements

Our allele-specific expression experiments show that the changes in *HOXDB* expression we see in sticklebacks are due to *cis*-acting regulatory differences linked to the *Hox* genes themselves, rather than secondary consequences of changes in unknown *trans*-regulatory factors. Our mapping, association, and transgenic experiments have identified a particular *cis*-acting enhancer region located between *HOXD9B* and *HOXD11B* that can recapitulate axial expression patterns and shows independent sequence changes in *Gasterosteus* and *Apeltes* with different spine numbers. In *Apeltes*, the most likely sequence difference mediating changes of *HOXD9B* and *HOXD11B* expression are two adjacent SNPs (marker: *AQ*-6) in *AxE*. These SNPs convert a TGGT sequence in the L allele to TAAT in the H allele. They represent the peak marker scored by association mapping and also map within the minimal recombination interval that controls H versus L and LHR *cis*-acting expression differences seen in F1 hybrids (Fig. 5c). Both the TAAT change and a nearby 18 bp indel, which represents the second highest scoring marker (*AQ*-7) in the association mapping, are found in the high-spine fish of two populations on opposite coasts of Nova Scotia. Thus, repeated evolution of different high-spine *Apeltes* populations probably takes place through a shared underlying molecular haplotype at the *Hox* locus rather than independent mutations in these different populations. A similar allele sharing process underlies recurrent evolution of a variety of other phenotypic traits in both sticklebacks and other organisms^35,73,74^. We note that the derived TAAT sequence in the *Apeltes* high-spine allele creates a predicted core binding motif for a homeodomain protein. Previous studies in *Drosophila* and other organisms have shown that *Hox* genes can autoregulate in positive and negative feedback loops^75–77^. We hypothesize that the creation of a new putative homeodomain binding site located between the *HOXD9B* and *HOXD11B* genes may contribute to the decreased *HOXDB* expression observed with the H allele. Note that we have not been able to recapitulate the altered expression patterns using *AxE* transgenic reporter constructs integrated at random locations in the genome. Because endogenous *Hox* expression patterns are likely controlled by interactions between multiple long-distance control elements and surrounding topological domains^78,79^, the most accurate functional tests of the phenotypic effects of mutations will come from scoring those changes at their correct genomic position. Future advances in genome editing may eventually make it possible to recreate or revert the TGGT and TAAT sequence change at the endogenous *HOXDB* locus in sticklebacks and further test whether these two adjacent base pair changes are sufficient to alter *Hox* gene expression and spine length or number.

In *Gasterosteus*, the *AxE* enhancer has been deleted from the Boulton *HOXDB* high-spine allele and replaced with two transposable elements, one ERV and one LINE. Removing the endogenous *AxE* enhancer by CRISPR–Cas9 does not lead to spine number and DS2 phenotypes but it does recapitulate the DSL length changes seen by targeting the *HOXD11B* coding region. The LTRs found in ERVs can act as enhancers^80^, including the LTR sequences inserted in the Boulton allele. We hypothesize that the large insertion in the Boulton allele underlies broader expression in the dorsal spines and the other phenotypic consequences of the Boulton high-spine allele.

### Repeated regulatory changes in morphological evolution

A long-standing question in evolutionary biology is whether the same genetic mechanisms are used repeatedly to evolve similar traits in different populations and species. Although *Gasterosteus* and *Apeltes* last shared a common ancestor over 16 million years ago^30^, our data show that both stickleback groups have independent *cis*-regulatory changes in *HOXDB*, which are linked to new dorsal spine patterns in recently evolved populations. The types of mutations made in the *AxE* regulatory region are clearly distinct and the naturally occurring *Gasterosteus* and *Apeltes* H alleles lead to contrasting *HOXDB* expression changes. Interestingly, the *HOXD* locus is also used repeatedly during horn evolution in mammals. The *HOXD* region shows accelerated evolution and insertion of a new retroviral element in the diverse clade of species with horns and antlers^81^. In addition, rare four-horned sheep and goats have recently been shown to have independent mutations in the *HOXD* locus, ranging from a 4 bp mutation that alters splicing to a large (approximately 500 kb) deletion that is lethal when homozygous^82–84^. The fish and mammalian results support a growing body of literature that has found repeated use of the same loci underlying similar traits, even though the direction of effect of gene expression and mutational mechanism are often different^74^.

While both of our examples of spine variation in recently diverged populations of *Gasterosteus* and *Apeltes* involve *cis*-regulatory changes, *Hox* coding region mutations may also contribute to diversification of spine patterns over a wider phylogenetic scale. For example, the Gasterosteidae family can be separated into five different genera of predominantly three-spine, four-spine, five-spine, nine-spine and fifteen-spine sticklebacks (*Gasterosteus*, *Apeltes*, *Culaea*, *Pungitius* and *Spinachia*, respectively). We note that the coding region of *HOXD11B* shows a high rate of non-synonymous to synonymous substitutions across the stickleback family; the dN/dS ratio is greater than 1.0 for comparisons between *Apeltes* and *Gasterosteus* (Extended Data Fig. 10). This suggests that changes in *HOXD11B* coding regions have likely been under positive selection during the divergence of *Apeltes* and *Gasterosteus*, perhaps contributing to the distinctive patterns of spine length and number that are characteristic of these two genera.

Spiny-rayed fish are among the most successful vertebrates, making up nearly a third of extant vertebrate species. The lengths and numbers of spines show remarkable diversity across Acanthomorpha, including elaborate modifications that have evolved for defence, camouflage, luring prey or swimming biomechanics^24^. Our results show that changes in the dorsal spine patterns of wild fish species have evolved in part through genetic changes in *Hox* genes. Based on the recurrent use of the same locus for spine evolution in different stickleback species, we hypothesize that repeated mutations in *Hox* genes may also underlie other interesting changes that have evolved in the axial skeletal patterns of many other wild fish and animal species.

## Methods

### Ethical compliance

We complied with all relevant ethical regulations during this study.

### Stickleback care

Sticklebacks were captured using minnow traps or dip and seine nets. Populations and their Global Positioning System (GPS) coordinates are in Supplementary Table 1. All sticklebacks were treated in accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH), using protocols approved by the Institutional Animal Care and Use Committee of Stanford University (protocol no. 13834), in animal facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International.

### DNA extraction

DNA was isolated from fins by incubating in lysis buffer (10 mM Tris, pH 8, 100 mM NaCl, 10 mM EDTA, 0.5% SDS, Proteinase K (333 μg ml^−1^); catalogue no. P8107S; New England Biolabs)) at 55 °C for 4 h to overnight, extracting with phenol:cholorform:isoamyl alcohol 25:24:1 (catalogue no. P3803; Sigma-Aldrich) in phase lock tubes (MaXtract High Density, catalogue no. 129056; QIAGEN), ethanol precipitating overnight and resuspending in TE Buffer (10 mM Tris, 1 mM EDTA, pH 8).

### QTL mapping

A wild-caught female from Boulton was crossed by in vitro fertilization to a marine male stickleback from Bodega Bay. F1 progeny were raised to adulthood in the laboratory in 29 gal aquariums in reverse osmosis-purified water with 3.5 ppt Instant Ocean salt and intercrossed to generate multiple F2 families. Sperm from F1 males were cryopreserved^85^, so single males could be crossed multiple times. F2 progeny fish were raised in the laboratory for 1 year, euthanized with 200 mg l^−1^ tricaine methanesulfonate (Abbreviated New Animal Drug Application no. 200-226; Western Chemical) buffered to pH 7 with sodium bicarbonate and preserved in 70% ethanol.

Fish DNA samples were genotyped using an Illumina GoldenGate genotyping array with 1,536 features^40^. Intensity data were processed using GenomeStudio v.2011. Genotype clusters were inspected and adjusted manually and uninformative or low-intensity SNPs were excluded from downstream analysis. Phasing and linkage map construction were performed with TMAP version 0.6^86^. The linkage map and phased genotype data were then loaded into R/qtl version 1.26.0^87^ and filtered to remove fish with fewer than 600 genotype calls and markers with fewer than 300 calls. A final map was generated with 343 F2s and 452 markers.

*Gasterosteus* anatomical traits and landmarks are diagrammed in Extended Data Fig. 2. Pterygiophore numbers and abdominal, caudal, and total vertebrae were counted from X-rays taken on a Faxitron UltraFocus X-ray cabinet (settings: 38 kV, 4.8 s). Spine lengths were measured on X-rays using Fiji version 2.0.0^88^ and adjusted by taking residuals from multiple regression against standard length and sex. Presence or absence of a fourth spine and Pterygiophore numbers (6 or more than 6) were coded as binary traits (0 or 1). Phenotypes were analysed in R/qtl using Haley–Knott regression via the scanone function, with a normal model for the length traits and a binary model for the spine and pterygiophore number^87^. For the vertebral counts, a non-parametric scanone analysis was done. Permutation tests (*n* = 1,000) were used to establish the logarithm of the odds (LOD) significance thresholds (*α* = 0.05) for each trait. The analysis is based on 340 F2 fish and a set of 452 SNP markers.

### In situ hybridization probes

RNA was extracted by homogenizing 10–20 stage 19/20 embryos in TRIzol using a FastPrep-24 machine (MP Biomedicals) and lysing matrix M. RNA was washed once with chloroform, precipitated with isopropanol and resuspended in diethyl pyrocarbonate water. RNA was treated with on-column DNase and was cleaned up using the QIAGEN RNeasy Mini (catalogue no. 74104). Complementary DNA (cDNA) was made with SuperScript VILO cDNA Synthesis (catalogue no. 11754050; Thermo Fisher Scientific). For each riboprobe, PCR with reverse transcription amplification was done with the primers shown in Supplementary Table 2. The *HOXD11B* probe was cloned into pCR2.1-TOPO (catalogue no. K450001; Invitrogen) in both orientations; the *HOXD4B* and *HOXD9B* probes were cloned into pCRII-Blunt II-TOPO (catalogue no. K280020; Invitrogen) in both orientations. The vectors containing the probe sequences were linearized with BamHI (catalogue no. FD0054; Thermo Fisher Scientific), and the sense and antisense probes were in vitro transcribed with T7 RNA Polymerase (catalogue no. P2075; Promega Corporation).

### Whole-mount in situ hybridization

Whole-mount in situ hybridizations at Swarup stages 19–20 were done as described by Thisse & Thisse^89^ with the following modifications. Embryos were manually dechorionated with forceps (catalogue no. 11251-10; Fine Science Tools) after overnight fixation in 4% paraformaldehyde in PBS. To remove the pigmentation, they were bleached for 10 min in 0.8% KOH, 3% hydrogen peroxide (30%) and 0.1% Tween 20. Finally, embryos were permeabilized with proteinase K for 10 s at 10 µg ml^−1^ in PBS with 0.1% Tween 20.

### GFP knock-in

CRISPR–Cas9 was used to generate GFP reporter lines for *HOXD11B*, as described elsewhere^90^. Cas9 protein (QB3 MacroLab, University of California at Berkeley), a donor plasmid (pTia1l-hspGFP, deposited at Addgene, containing hsp70, GFP and a single guide RNA (sgRNA) target site), and two sgRNAs were injected. One sgRNA (*HOXD11B*-GFP-sgRNA; Supplementary Table 3) targeted the region 346 bp upstream of the endogenous *HOXD11B* start codon, and one targeted the donor plasmid. The *HOXD11B*-GFP-sgRNA was designed as described previously^91^. Tia1l sgRNA was used to cut the plasmid^92^ and has a sequence not present in the *Gasterosteus aculeatus* genome. The injection mix contained a final concentration of 1 μg μl^−1^ Cas9 protein, 31 ng μl^−1^ Tia1l sgRNA, 31 ng μl^−1^ *HOXD11B*-GFP-sgRNA, and 0.05% phenol red; it was adjusted to the final concentration with 10 mM Tris, pH 7.5.

Fertilized eggs from *Gasterosteus* LITC fish were injected at the single-cell stage and embryos were screened at stage 20 (approximately 84 hours post-fertilization) for GFP expression. GFP^+^ fish were imaged again at stages 29–31 (18 days post-fertilization). Fry were anaesthetized with 3 mg ^−1^ tricaine. Imaging was done with an MZ FLIII fluorescence stereomicroscope (Leica Microsystems) using GFP2 filters and a ProgResCF camera (Jenoptik). GFP^+^ fish were grown to adulthood and crossed to wild-type LITC fish. Progeny were screened at stage 20 for GFP expression. To confirm integration and orientation of the GFP construct, primers were designed upstream and downstream of the *HOXD11B*-GFP-sgRNA site and in the plasmid on either side of the sgRNA cut site within the hsp70 promoter or the TOPO backbone (Supplementary Table 2). All combinations of primers were tested by PCR. The presence and absence of bands were used to determine orientation. Sanger sequencing was used to determine exact integration sites.

### *HOXD11B* coding and regulatory mutations using CRISPR–Cas9

Mutations in the *HOXD11B* coding regions were generated by injecting Cas9 protein and an sgRNA targeting the first exon (*HOXD11B-*coding-sgRNA; Supplementary Table 3). The sgRNA was designed and synthesized as described previously^91^ and injected at 300 ng μl^−1^ with 1 μg μl^−1^ of Cas9 protein and 0.05% phenol red in 10 mM Tris, pH 7.5, into fertilized eggs from two anadromous *Gasterosteus* populations (LITC and RABS) at the single-cell stage. Mutations were confirmed by PCR (using Phusion High-Fidelity DNA Polymerase (catalogue no. F-530L; Thermo Fisher Scientific), GC buffer and 3% dimethylsulfoxide (DMSO) with *HOXD11B*-coding_1F and 1R; Supplementary Table 2) amplified at 98 °C (3 min), then 35 cycles at 98 °C (10 s)/60 °C (30 s)/ 72 °C (30 s), and a final extension at 72 °C for 10 min.

Two strategies were used to delete *AxE*, the conserved enhancer (466 bp) between *HOXD9B* and *HOXD11B*: (1) 3 sgRNAs (*AxE*-sgRNA_1, 2 and 3; Supplementary Table 3) and a 60 bp repair phosphorothioate modified oligonucleotide (Integrated DNA Technologies) with 30 bp of homology to either side of the enhancer^93^; or (2) a total of 6 sgRNAs (*AxE*-sgRNA_1 through 6; Supplementary Table 3) targeting the edges and middle of the enhancer. The sequence for the repair oligo was G*A*A CGT AAA AGG ATT CAG GAG CTC AAG CGA GTC GGT TCC AAA CGT GTC GTT GCC CAG C*A*G (the asterisks indicate phosphorothioate bonds). If the first two bases of the sgRNA target sequences were not Gs, then they were replaced to aid in the transcription of the sgRNA. The injection mix included 1 μg μl^−1^ of Cas9 protein, 300 ng μl^−1^ of total of the sgRNAs (100 ng μl^−1^ of each for strategy 1, 50 ng μl^−1^ of each for strategy 2), 1.5 pmol μl^−1^ repair oligonucleotide (strategy 2 only), 300 mM KCl^94^, 0.05% phenol red. Mutations were confirmed by PCR as described above, except that the extension time was 1 min, and the annealing temperature was 64 °C. Two sets of primers were used, with the first amplifying only the 571 bp region including the enhancer and the second including approximately 3.6 kb around the enhancer (Supplementary Table 2).

### *Apeltes quadracus* association mapping

*Apeltes quadracus* were collected in May 2018 and May and July 2019 using minnow traps and dip nets from Fortress Louisbourg (site 325) and Tidnish River Site 3 (site 171)^50^ (GPS coordinates in Supplementary Table 1). Sticklebacks were euthanized as described above and fixed in 70% ethanol or Alfred Lamb’s Navy Dark Rum 151 Proof. *Apeltes* anatomical traits and landmarks are diagrammed in Extended Data Fig. 7. Fish were phenotyped for spine number by X-ray as described above. The spine lengths and standard lengths of Louisbourg fish were measured in triplicate using digital callipers, averaged, and used to calculate residuals for each spine against the standard length of the fish.

To identify *Apeltes* genotyping markers, *HOXDB* sequences were amplified by PCR using primers (*PUNG-GAC*_1-11; Supplementary Table 2) conserved between the *Gasteosteus aculeatus*^43^ and *Pungitius* *pungitius* genomes (GenBank assembly accession nos. GCA_003399555.1, GCA_003935095.1, GCA_902500615.2)^95,96^ (Supplementary Table 2). PCR products were cloned into pCRII-Blunt II-TOPO, miniprepped and Sanger-sequenced from 2–4 individuals with differing spine numbers to identify variable regions. Additional regions were filled by designing primers spanning the initial products. These PCR products were also cloned and Sanger-sequenced using primers shown in Supplementary Table 2.

Twelve markers were identified throughout the *Apeltes HOXDB* cluster and scored in 211 fish from Louisbourg Fortress (7 six-spine, 99 five-spine, 104 four-spine, 1 three-spine) and 121 fish from Tidnish River 3 (1 six-spine, 59 five-spine, 59 four-spine, 1 three-spine, 1 two-spine).

Microsatellite markers were amplified using the universal fluorescent primer system^97^. A 20 µl PCR reaction mixture contained 2× Master Mix (catalogue no. K0171; Thermo Fisher Scientific), 0.5 µM 6FAM M13 forward universal primer, 0.125 µM forward primer, 0.5 µM reverse primer and 10 ng genomic DNA. The PCR programme was 94 °C (5 min), 30 cycles at 94 °C (30 s)/58 °C (45 s)/72 °C (45 s), 8 cycles at 94 °C (30 s)/53 °C (45 s)/72 °C (45 s) and a final extension at 72 °C for 10 min. For *AQ-HOXDB*_2, the cycle number was reduced from 30 to 27. PCR was cleaned using ExoSAP-IT PCR Product Cleanup Reagent (catalogue no. 78205.1.ML; Applied Biosystems), fragment sizes were analysed on an Applied Biosystems 3730xl Genetic Analyzer, and peaks were called using the Microsatellite plugin for Geneious version 10.2.3.

Indel and SNP markers were scored using PCR with 2× Master Mix, 0.5 µM forward primer, 0.5 µM reverse primer and 10 ng genomic DNA. The PCR programme was 95 °C (5 min), 35 cycles at 95 °C (30 s)/54 °C (45 s)/72 °C (30 s) and a final extension at 72 °C for 10 min. The one exception was *AQ-HOXDB*_6, where PCR was done with Phusion High-Fidelity DNA Polymerase, GC buffer and 3% DMSO; the PCR programme was 98 °C (3 min), 35 cycles at 98 °C (10 s)/60 °C (30 s)/72 °C (10 s) and a final extension at 72 °C for 10 min. The *AQ-HOXDB*_5 PCR product was digested with BssSI-v2 (catalogue no. R0680L; New England Biolabs); the *AQ-HOXDB*_6 PCR product was digested with NdeI (catalogue no. FD0583; New England Biolabs). PCR products were run on a 2% agarose gel to score size differences.

Allele frequencies in low-spine (two- to four-spine) and high-spine (five- to six-spine) fish were compared using CLUMP version 2.4^98^, which performs a modified chi-squared analysis to determine the significance of allele frequency differences. For microsatellite markers, the negative log *P* values of the chi-squared value (T4) from the 2 × 2 contingency table generated by CLUMP are shown in Fig. 3. For indel or SNP markers, a chi-squared test was performed in R v.3.6.1. Associations between residual spine lengths and genotypes were quantified using an analysis of variance performed in R.

### *Apeltes* genome assembly

Whole-genome sequencing (WGS) using 10X Genomics Chromium-linked read technology was performed on two *Apeltes quadracus* from the Louisbourg Fortress population (one four-spine and one five-spine). Genomic DNA was extracted from brains and prepared using the QIAGEN MagAttract HMW DNA kit. Linked read data from each fish were assembled using Supernova v.2.1.1 with default settings^99^. The four-spine *Apeltes* assembly had 16,216 scaffolds with 416,290,932 bases (scaffold N50: 393,888 bp; L50: 247; N90: 7,174 bp; L90: 3,684). The five-spine *Apeltes* assembly had 24,175 scaffolds with 397,678,333 bases (scaffold N50: 69,128 bp; L50:1,629; N90: 4,805 bp; L90: 10,192).

To use GATK version 4.1.4.1 in the allele-specific RNA-seq pipeline, the genome needed to be on fewer scaffolds than generated by linked read data. To achieve this, we started with the four-spine *Apeltes* assembly and assumed that the chromosome structure of *Apeltes* and *Gasterosteus* are similar. We used a reference-guided scaffold approach by generating global genome to genome alignments with minimap2 (ref. ^100^) and MUMmer version 4.0.0^101^. The alignment information was processed by RaGOO version 1.1^102^ to order and orient contigs into scaffolds, which resulted in the *Apeltes* genome reference used in the GATK allele-specific RNA-seq pipeline.

### High-spine *Gasterosteus* genome assembly

WGS using 10X Genomics Chromium-linked read technology was performed on two four-spine *Gasterosteus aculeatus* from the F5 generation of the Boulton-Bodgea Bay QTL cross. Genomic DNA was extracted from the brains of the fish and prepared using the QIAGEN MagAttract HMW DNA kit. The linked read data of each fish were assembled using Supernova v.2.1.1 with default settings^99^.

WGS using PacBio HiFi was also performed on one four-spine *Gasterosteus aculeatus* from the F5 generation of the Boulton-Bodega Bay QTL cross. Genomic DNA was extracted from the testes of the fish and prepared using the QIAGEN MagAttract HMW DNA kit. The genome was assembled using Canu version 2.1.1. The purge haplotigs pipeline (https://bitbucket.org/mroachawri/purge_haplotigs/src/master/) was used to phase the alleles and identify the contigs that appeared twice in the assembly. The final assembly had 483 scaffolds with a total of 489,328,730 bases (scaffold N50: 3,689,351 bp; L50: 37; N90: 633,554 bp; L90: 166).

### Transgenic enhancer assays

To identify and confirm sequence variants in the intergenic region between *HOXD9B* and *HOXD11B*, the approximately 6 kb intergenic region from *Apeltes* was amplified from a three-spine and a six-spine *Apeltes* from the Louisbourg population and a three-spine and a six-spine from the Tidnish population with Phusion High-Fidelity DNA Polymerase in GC buffer and 3% DMSO using the primers in Supplementary Table 2. The resulting products were TOPO-cloned into pCRII-Blunt II-TOPO. Colonies were miniprepped and Sanger-sequenced. To generate the plasmids for the enhancer assay, the low- and high-spine versions of the approximately 600 bp region that contains *AxE* were then amplified with primers that included overhangs homologous to the PT2HE GFP reporter vector^28,103^. The reporter vector was cut with EcoRV (catalogue no. ER0201; Thermo Fisher Scientific), and the insert and vector were joined using Gibson Cloning (catalogue no. E2611S; New England Biolabs). The resulting plasmids were screened by SacI (catalogue no. ER1131; Thermo Fisher Scientific) restriction digest and further Sanger-sequenced to check for mutations. The 587 bp high-spine and 611 bp low-spine *Apeltes AxE* sequences are available in GenBank at OK383404 and OK383405, respectively.

To test the enhancer activity of portions of the transposable element insertions found in the high-spine Boulton allele, the LTR from the ERV and LINE were amplified with the primers BOUL-*HOXDB*_LTR and BOUL-*HOXDB*_LINE, respectively. The resulting products were inserted into the PT2HE GFP reporter vector as described above.

Transgenic *Gasterosteus aculeatus* sticklebacks were generated by microinjection at the single-cell stage from LITC *Gasterosteus aculeatus* as described in Chan et al.^34^. Plasmids (25 ng µl^−1^) were injected with *Tol2* transposase messenger RNA (36 ng µl^−1^) and 0.1% phenol red as described in Hosemann et al.^104^. *Tol2* mRNA was synthesized by in vitro transcription using the mMessage mMachine SP6 kit (catalogue no. AM1340; Invitrogen) from the pCS-TP plasmid^105^ cut with Bsp120I (catalogue no. ER0131; Thermo Fisher Scientific). Transgenics were imaged at stage 20 (approximately 84 hours post-fertilization) and stage 29/31 (approximately 18–30 days post-fertilization) as described in the GFP knock-in section above. The hsp70 promoter drives expression in the lens of the eye by 9 d post-fertilization^106^. At stage 29/31, bilateral lens GFP expression was used to identify less mosaic fish. For all statistics, to compare expression patterns between different constructs, a Fisher’s exact test with a Bonferroni-corrected significance threshold at *α* = 0.05 was used.

### dN-dS calculation

dN-dS calculations were performed in R using ape v.5.3 (ref. ^107^). Sequence alignments for each gene (*HOXD11B*, *HOXD9B*, and *HOXD4B*) were generated in Geneious using translation alignment. *Gasterosteus* transcripts were based on splicing patterns validated from cDNA. Sequences for *P. pungitius* were determined by BLASTN version 2.7.1^108^ of *Gasterosteus* exons against *Pungitius*: GCA_003935095.1 (ref. ^95^). Sequences for *Apeltes* were identified from our genome assembly. Sequences for *Gasterosteus wheatlandi*, *Culaea inconstans* and *Spinachia spinachia* were identified by BLAST version 2.7.1 of *Gasterosteus* exons against unassembled short reads from WGS of the respective species^109^ (C. Peichel and M. Hiltbrunner, personal communication).

### RNA-seq

For *Gasterosteus* RNA-seq, a lab-raised LITC anadromous female with three dorsal spines was crossed to a high-spine *Gasterosteus* male with five dorsal spines. The high-spine *Gasterosteus* line is the F5 generation of the original QTL cross between Boulton and Bodega Bay. The fish were selected for high spine number; by F5, more than 80% of fish have 4 or more dorsal spines. To confirm that the fish carried the Boulton allele at the *HOXDB* locus, the allele was amplified using BOUL-*HOXDB*_1F and 1R (Supplementary Table 2) with Phusion High-Fidelity DNA Polymerase in GC buffer and 3% DMSO using a 2-step PCR programme (94 °C (1 min), 30 cycles at 98 °C (10 s)/68 °C (15 min) and a final extension at 72 °C for 10 min) and run on an agarose gel. The Boulton allele is approximately 15 kb, and the BDGB allele is approximately 1.9 kb. The sequences of the two alleles are available at OK383406 (BDGB) and OK383407 (Boulton) in GenBank.

The resulting clutch was raised to 11–13 mm. Fry were euthanized as described above and dissected on a 2% agarose plate with size 00 insect pins and Spring Scissors (catalogue no. 15000-08; Fine Science Tools). Spine, fin and pterygiophore tissues (Fig. 2a) were collected and flash-frozen in liquid nitrogen in FastPrep Tubes (catalogue no. MP115076200; MP Biomedicals). DNA from tails was amplified and genotyped to ensure fish had informative SNPs in the coding regions of *HOXD11B* and *HOXD9B* using *HOXD11B*-coding_1F and 1R primers, *HOXD9B*-coding_1F and 1R primers (Supplementary Table 2) and the PCR conditions described above.

Based on genotyping, 12 three-spine progeny and 6 four-spine progeny were chosen for RNA extraction, library preparation and sequencing. Samples for RNA extraction were homogenized using MP FastPrep 2 ×20 s with Matrix M with a 5 min rest in between. RNA extractions were performed using NucleoSpin RNA XS (Takara Bio) and resuspended in 20 µl RNase-free water. RNA was quantified by Qubit (Invitrogen) using the HS Assay Kit (catalogue no. Q32851; Invitrogen). A subset of samples was quality-controlled to check the RNA integrity number (RIN) values by BioAnalyzer using the RNA 6000 Pico Kit (catalogue no. 5067-1513; Agilent Technologies). The RINs were between 8.2 and 10, with most higher than 9.6. Sequencing libraries were generated with the Illumina Stranded mRNA Prep kit (catalogue no. 20040532) and 20–100 ng RNA. PCR cycle numbers were determined by quantitative PCR (generally 12 cycles for embryo samples with 200 ng RNA, 14 cycles for dorsal spine and pterygiophore samples with 100 ng RNA, 13 cycles for dorsal and anal fin samples with 100 ng RNA and 15 cycles for samples with less than 100 ng RNA input). Quality control of libraries was done by Qubit with a dsDNA HS Assay Kit to check concentrations and by BioAnalyzer with a high-sensitivity kit (catalogue no. 5067-4626; Agilent Technologies) to check sizes. Libraries were sequenced to approximately 30 million read coverage on a NovaSeq 6000 (2 × 150 bp) by NovoGene. Reads were trimmed with Cutadapt version 2.4^110^ using the TrimGalore version 0.6.6 wrapper (https://github.com/FelixKrueger/TrimGalore) and mapped to the *gasAcu1-4* reference genome (10.5061/dryad.547d7wm6t) with STAR version 2.7.10a two-pass mapping^111^. For allele-specific expression analysis, base quality was adjusted and variants were called using GATK version 4.1.4.1 as recommended by the Broad Institute^112,113^. Reads at each site were counted using GATK ASEReadCounter version 4.1.4.1. We required that SNPs be called as heterozygous in at least 1 tissue of each fish, that the number of reads at a given site be greater than 12 (three-spine) or 14 (four-spine) for each fish and that the overall minor allele frequency be greater than 5%. To quantify allele-specific expression differences seen between the dorsal tissues and anal fin (control), we took log_2_ ratios of reference reads to alternate reads in each sample and compared each dorsal tissue to the anal fin using a Mann–Whitney *U*-test.

To improve gene predictions and recover new transcripts for differential gene expression analysis, StringTie version 2.1.4 was used along with the existing Ensembl annotations^114^. Given the large number of reads, BAM files were filtered by quality, downsampled to 20% and merged into one file that was used as the input for StringTie. The merge function was used to add genes from the Ensembl annotations not present in the sequenced samples. All *Hox* genes were manually checked. In some cases, the two genes were merged into one due to their close proximity; these were manually separated in the GTF file. FeatureCounts version 1.6.0 was then used with the new GTF file to assign reads to genes^115^. Differential gene expression between different tissues was performed in DESeq2 version 1.26.0 (ref. ^116^).

*Apeltes* RNA-seq followed similar protocols as *Gasterosteus*, with the following differences. Spines, blank pterygiophores, dorsal fin and anal fin were dissected from Louisbourg *Apeltes* clutches raised in the lab to 11–13 mm. The fry were genotyped for the 2 peak association mapping markers (*AQ-HOXDB*_6 and 7). For allele-specific expression analysis, four fish with the L/LHR genotype, four fish with the H/L genotype and three fish with the H/LHR genotype were sequenced. Three four-spine L/L genotypes were also sequenced to examine expression differences between tissues. To generate gene predictions for the *Apeltes* genome, StringTie was used; the *Hox* genes were identified by BLAST^108^ and manually named in the GTF file. For high-spine fish, allele-specific analysis was performed as described above for *Gasterosteus*. The *Apeltes* 10X-linked read data were used as input for 10X Long Ranger v.2.2.2 to generate a VCF file of known variants for GATK BaseRecalibator version 4.1.4.1. Because the clutch size of *Apeltes* is smaller and thus the number of replicates was lower than for *Gasterosteus*, we used a two-tailed Fisher’s exact test to compare expression in dorsal tissues to the anal fin. We summed the references and alternate reads within each tissue to generate a 2 × 2 contingency table. For the analysis shown in Extended Data Fig. 5, differential gene expression between tissues was performed in DESeq2 (ref. ^116^).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables 1–3 Tables for the methods section that include the GPS coordinates and oligonucleotide sequences.

### Source data

Source Data Fig. 1 Spine length measurements of LITC *HOXD11B* injected and control fish.

Source Data Fig. 3 Spine length measurements of Louisbourg *Apeltes* fish and genotyping information.

Source Data Extended Data Fig. 4 Spine length measurements of RABS *HOXD11B* injected and control fish.

Source Data Extended Data Fig. 9 Spine length measurements of LITC *AxE* injected and control fish.

## Data Availability

Raw and processed allele-specific RNA-seq data are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under accession no. GSE184888 (subseries GSE184885, GSE184886, GSE184887, GSE190498). PacBio HiFi and 10X-linked read data from *Gasterosteus* high-spine sequencing are available at the NCBI under BioProject no. PRJNA766710. The 10X-linked read data from *Apeltes quadracus* four- and five-spine fish are available under BioProject no. PRJNA769115. Sequences surrounding *AxE* in *Gasterosteus* from the two parental QTL populations and the *Apeltes AxE* sequences tested in the transgenic assays are available in GenBank (OK383406, OK383407, OK383404, OK383405). QTL mapping files, phenotype data files and association mapping genotype files are available at Figshare (10.6084/m9.figshare.20033063). The pTia1l-hspGFP plasmid is available from Addgene. Source data are provided with this paper. Other materials will be made available upon reasonable request.

# Supplementary material for: Evolution of stickleback spines through independent cis-regulatory changes at HOXDB
**Source:** Nat Ecol Evol. 2022 Sep 1;6(10):1537–52. doi: 10.1038/s41559-022-01855-3
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection See below.

Data analysis The custom code, programs (versions and associated parameters) used to analyze the data is available at figshare and details are provided in the materials and methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed RNA-sequencing data in this paper are available in the NCBI GEO database: GSE184888 (subseries GSE184885, GSE184886, GSE184887, GSE190498). The PacBio HiFi and 10X linked read data from *Gasterosteus* high-spine sequencing are available in the NCBI databases under BioProject number: PRJNA766710. The 10X linked read data from *Apeltes quadracus* four- and five-spine fish are available under BioProject number: PRJNA769115. The sequence surrounding AxE in *Gasterosteus* from the two parental QTL populations and the *Apeltes* AxE sequences tested in transgenic assays are available in GenBank (OK383406, OK383407, OK383404, OK383405). QTL mapping files, phenotype data files, association mapping genotype files, and code are available at Figshare. The pTia11-hspGFP plasmid is available from Addgene. Other materials will be made available upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | We conducted QTL mapping in threespine sticklebacks ( <i>Gasterosteus aculeatus</i> ) and association mapping in four spine sticklebacks ( <i>Apeltes quadracus</i> ) for phenotypes relating to the axial patterning of sticklebacks including the dorsal spines. We focused on the role of one Hox cluster and examined the gene expression changes that affect the patterning of these axial traits.                                                                                                                                                                                                                                                       |
| Research sample                   | We collected threespine sticklebacks ( <i>Gasterosteus aculeatus</i> ) and fourspine stickleback ( <i>Apeltes quadracus</i> ) from the populations described in Supplementary table 1. All fish raised in the animal facility at Stanford were treated in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, using protocols approved by the Institutional Animal Care and Use Committee of Stanford University (IACUC protocol #13834), in animal facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). |
| Sampling strategy                 | We collected fish that represented the whole range of phenotypes present in the population. When choosing fish to use for the QTL cross, fish with the most extreme phenotypes that were sexually mature were chosen. For RNA-sequencing and expression experiments, fish were chosen based on their reproductive condition and their genotype at the locus of interest.                                                                                                                                                                                                                                                                                      |
| Data collection                   | Field sampling was conducted by JIW, TRH, ALH, TER, MAB, and ACD with minnow traps at the locations detailed in supplemental table 1. The QTL mapping genotype data was collected by TRH. All RNA-sequencing data was collected by JIW. Whole genome DNA sequencing data was collected by JIW and EHA.                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale          | Samples for <i>Gasterosteus</i> QTL mapping were collected in 2009; Samples for <i>Apeltes</i> association mapping were collected in 2018 and 2019. Sequence and phenotypic analyses were performed between 2011 and 2021.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data exclusions                   | Individuals from the <i>Gasterosteus</i> QTL mapping were excluded from the downstream analysis based on the quality of the genotyping calls from the SNP Chip data as detailed in the materials and methods under "QTL mapping".                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reproducibility                   | Data analysis is fully reproducible and all raw genomic data, phenotypic measurements, processed files, parameters, and code necessary are provided as supplementary material.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization                     | For morphological association studies, wild caught fish were assigned to high-spined or low-spined groups based on counting spines in skeletal X-rays. Animal numbering within groups was random, and all animals were included unless they showed evidence of broken spines that would preclude accurate measurements.                                                                                                                                                                                                                                                                                                                                       |
| Blinding                          | Phenotype measurements for QTL mapping and association mapping were performed without knowing the genotype information for the given individual.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Did the study involve field work? | <input checked="" type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                  |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Samples were collected in the late spring and early summer when the fish were in reproductive condition. They were caught using minnow traps, seine nets, or dip nets depending on which was appropriate and approved under the relevant permit. |
| Location               | The locations and species sampled are provided in supplemental table 1.                                                                                                                                                                          |
| Access & import/export | Fieldwork has been conducted in compliance with appropriate national laws of each country (USA and Canada) and using permits obtained by the appropriate regional or state authorities.                                                          |
| Disturbance            | No disturbance was caused by this study.                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild sticklebacks were collected in the field, and their offspring were raised in the animal facility at Stanford University.                                                                                                                                                                                                                                                                                                        |
| Wild animals            | Wild sticklebacks were captured using minnow traps, dip nets, or small minnow seines. The populations used for this study and their GPS coordinates are listed in Table S1.                                                                                                                                                                                                                                                          |
| Field-collected samples | Fish husbandry was done using standard methods for sticklebacks. The fish are housed in the animal facility at Stanford under controlled temperature and lighting conditions. The fish are feed twice daily with a mix of blood worms, mysis shrimp, cyclops, and artemia, and the water quality and health checks are performed daily.                                                                                              |
| Ethics oversight        | All sticklebacks were treated in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, using protocols approved by the Institutional Animal Care and Use Committee of Stanford University (IACUC protocol #13834), in animal facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

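RNA from 12 whole F1 embryos of the LITC by high-spine cross at stage 19/20 was sequenced by the authors, with 200 ng of RNA per library and, as the paper states, generally 12 cycles of PCR. The deposited values are counts. For each embryo the authors trimmed the reads, mapped them with STAR in 2-pass mode to *gasAcu1-4*, adjusted base qualities and counted reads with GATK's allele-specific read counter. The deposited count of each allele at each site is a whole number without normalization, and reads of low mapping quality, low base quality or other bases are listed in separate columns. The files were tested for which sites they hold: sites without any alternate read are included, although the design written before the data were examined had taken them to be heterozygous sites only. The design was kept as the main setting, and alternatives restricted to SNVs with both alleles in every embryo were added after the data had been seen.

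Sites were joined over the embryos by chromosome, position and alleles. Informative SNVs were listed in all 12 embryos, had more than 12 reads in every embryo and a pooled minor allele share above 5%. The read limit is the one the methods give for each three-spine fish. The paper's text names no separate filter for the embryos, and its criterion of a heterozygous call in at least 1 tissue of each fish was not repeated. SNVs were given to *HOXD11B*, *HOXD9B* or *HOXD4B* when they lay within 4 kb of the SNV that Fig. 2b scores for the gene, as no annotation of these genes on *gasAcu1-4* was used. An annotation table of another assembly of the species was available for names, but coordinates cannot be carried over from it, so SNVs elsewhere in the genome are given by position without a gene.

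Each *HOXDB* SNV was tested with a two-sided exact binomial test of the pooled reads against an expected share of 0.5 and a threshold of 0.01, and with an exact two-sided sign-flip permutation test over the log2 ratios of the embryos, in which 0 reads were replaced with 0.5 as in the paper. Benjamini-Hochberg adjusted values are given over the SNVs of the 3 genes. For the whole genome, edgeR's quasi-likelihood test was fitted to the reference and alternate counts with 2 columns per embryo, the embryo as a block and 1 library size per embryo for both alleles, so that equal expression is the null. The 2 columns of a block come from the same embryo, which is where the pairing comes from. Tested on simulated counts for 21164 SNVs, of which 200 were given a log2 ratio of 1 in either direction, this test recovered 196 of the changed SNVs and called 8 unchanged ones. As a check on chance, reference and alternate reads were exchanged in random subsets of the embryos and the model was refitted, for 20 random exchanges with the main filter and 99 with both alleles in every embryo.

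The rule for naming SNVs was set before the data were examined: every informative SNV of the 3 genes, and genome-wide the 5 SNVs with the largest absolute log2 ratio among those with an adjusted p below 0.05 and the same direction in all 12 embryos, with at most 1 SNV per 100 kb. The 5 SNVs by the same rule among SNVs with both alleles in every embryo were added later, as was 17788303 near *HOXD4B*. Alternatives covered the threshold, the test, the expected share, the read minimum, the minor allele filter, the distance to the gene's SNV, the treatment of 0 reads, the normalization, the model and leaving out each embryo. No sample was left out. The spine tissues, the in situ data and the spine measurements of the paper were not analysed here.

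An SNV with 12 reads in an embryo gives that embryo's allele share only coarsely, and the intervals of pooled shares cover counting error only. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.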

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

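The paper reports allele counts of the embryos only for the *HOXDB* genes, and the results here are signals at other sites of the same libraries. The tests of splits of the embryos and of low mapping quality over all SNVs were set before their results were seen, and the others were chosen afterwards.

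With the main filter, 22128 of 97935 SNVs had an allelic difference (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). Exchanging the alleles in random subsets of embryos never gave as many: 1 of 21 splits, the real one, reached the count, and the 20 others gave 0 SNVs. An exchange cancels any imbalance that the embryos share, whatever its cause, so few calls were likely there in advance. The comparison cannot separate expression from alignment bias or from the genotypes of the embryos. At an unadjusted p below 0.05, 41104 SNVs passed in the real arrangement and 48 to 15770 in the others, with a median of 177. That median is under 5% of the SNVs tested, the share an unadjusted threshold of 0.05 gives by chance. A typical exchanged arrangement thus gave fewer calls than independent noise would, and comparison with such an arrangement is lenient. Exchanges in 2 embryos gave 15770 and 11922 SNVs, above that share. A candidate explanation is that some embryos carry only one allele at these sites, since the sites were not limited to heterozygous ones. Of the SNVs past the threshold, 83.6% had a minor allele share of 5% or less in at least 1 embryo. Among all informative SNVs the share was 78.4%, so the pattern cannot be told apart from this explanation by it, and 35.9% of SNVs passed when those SNVs were left out, against 22.6% with them. The 5 SNVs with the largest log2 ratios are of this kind. They are, with the log2 ratio that the model with the embryo as a block gives, chromosome X 3648061 with 12.25, chromosome XVII 12807707 with 11.94, chromosome I 28479379 with 11.72, chromosome XVII 14089117 with 11.43 and chromosome XXI 14248590 with 11.22 (adjusted p from 0.00872 to 0.0114). With no replicate block the log2 ratios were 3.13, 2.82, 2.99, 2.75 and 3.75 in the same order, and only the last stayed past the threshold. The pooled counts at the first SNV were 92789 reference and 11513 alternate reads. At each of the 5 SNVs the reference allele had more reads in 12 of 12 embryos, but only 3 embryos had a minor allele share above 5%. In the embryo with the lowest share, 52.4% of reads at the first SNV carried the reference base, so the size of the log2 ratio may reflect the genotypes of the embryos more than expression. At chromosome X 3648061 and chromosome XXI 14248590, 32.1% and 12.6% of reads had low mapping quality, so reads from similar sequences are not excluded there either.

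Among the 21164 SNVs with a minor allele share above 5% in every embryo, 7591 had an allelic difference, and 1 of 100 splits, the real one, gave as many. At an unadjusted p below 0.05, 9321 SNVs passed in the real arrangement and 322 to 7470 in the others, with a median of 528. Of the other 99 splits, 94 gave 0 SNVs, and the highest count was 4815, for an exchange in 1 embryo. More of these SNVs had the reference allele higher (5282) than the alternate (2309), which alignment bias towards the reference could produce. After each allele's column was centred by TMM normalization, 7458 SNVs passed, 98.2% of the earlier number. A uniform bias therefore does not account for the size of the count. The calls were not all the same ones, since 3818 now had the reference allele higher and 3640 the alternate. The total thus does not show which single calls depend on such a bias. The directions after centring are balanced by the normalization itself and do not show whether such a bias was present. A bias that differs between SNVs was not tested. Reads shared with a similar sequence elsewhere in the genome are a second candidate. The share of SNVs with over 5% of reads at low mapping quality was 23.3% among SNVs past the threshold and 6.72% among the others, a ratio of 3.47, as this explanation predicts for part of them. Still, 5820 of the 7591 SNVs had 5% or fewer such reads.

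The largest log2 ratios in this set, by the same rule, were 3.82 at chromosome XX 6509608, 3.76 at chromosome XXI 14249018, 3.68 at chromosome XII 5316341, 3.64 at chromosome XIV 9349348 and 3.56 at 13467241 of the unplaced sequence, each with more reference reads in 12 of 12 embryos (adjusted p from 2.45e-18 to 1.99e-16). The requirement of a minor allele share above 5% in every embryo caps the log2 ratio, and these SNVs lie at its edge, with a reference share of up to 95.0% in an embryo, so their rank reflects the filter as well as the imbalance. Of these 5 SNVs, 3 had over 5% of their reads at low mapping quality, up to 17.5%, so the pattern cannot be told apart from reads of similar sequences. At chromosome XXI 14249018 the low mapping quality share was 2.04% and all 14 other tested SNVs within 2 kb also had more reference reads and passed the threshold, but chromosome XXI 14248590, less than 2 kb away, had 12.6% of reads at low mapping quality, so similar sequences are not excluded at this locus. Near chromosome XX 6509608, all 8 other tested SNVs within 2 kb passed the threshold and only 2 of them had more reference reads. At chromosome XII 5316341 the share was 0.653%, but no other tested SNV lay within 2 kb. All the embryos belong to one condition, so no biological explanation was tested for these SNVs.

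An SNV outside the 4 kb around the *HOXD4B* SNV, 17788303 on chromosome VI, was read 1500 times and had a reference share of 55.4% (95% Clopper-Pearson interval 52.8% to 57.9%, p = 3.17e-05), with more reference reads in 10 of 12 embryos and an exact sign-flip permutation p of 0.00391. It was singled out after its values were seen. In edgeR's quasi-likelihood test 17788303 did not pass with the main filter (adjusted p = 0.139). It passed when only SNVs with both alleles in every embryo were tested (adjusted p = 0.00444). The other 5 SNVs with both alleles in every embryo between 17788096 and 17788938 had shares from 48.5% to 53.0% and binomial p-values from 0.0283 to 0.701. Of the raw reads at 17788303, 2.38% had low mapping quality. No biological explanation was tested.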

How the results depend on the processing

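The count of *HOXD11B* SNVs past the threshold was 2 of 3. It was 1 with a threshold of 0.001, with the sign-flip permutation test over embryos and with the quasi-binomial model, and also 1 with an expected share equal to the 51.3% median of SNVs with both alleles in every embryo, an alternative chosen after the data were seen. The 12 fits that each left out 1 embryo gave from 1 to 2. It was 2 or 3 under the other alternatives that gave a value, with 3 of 10 when an SNV had to be listed in at least 6 embryos with at least 20 reads in all. With more than 20 reads in every embryo no *HOXD11B* SNV was left, so that alternative has no value. For *HOXD4B* the count was 4 of 4 and stayed between 3 and 5 in every alternative, with 3 of 3 at more than 20 reads and 5 of 10 within 8 kb.

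For *HOXD9B* no SNV had more than 12 reads in every embryo, so most of the alternatives have no value. Of the fits that left out 1 embryo, only the one without embryo 11 had an informative SNV, and it was not past the threshold, a count of 0. Listing in at least 6 embryos with at least 20 reads in all gave 2 of 19 SNVs past the threshold, and more than 2 reads in every embryo, added after the data were seen, gave 2 of 11. Both times these were 17764215 and 17764474, where the alternate base was absent in 8 and 2 embryos. With both alleles required in every embryo, the count was 0 of 5. Depth limits *HOXD9B*, whose SNV in Fig. 2b had 160 reads over the 12 embryos, against 251 for *HOXD11B* and 908 for *HOXD4B*.

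The log2 ratios at the SNVs of Fig. 2b were 0.18 for *HOXD11B*, 0.25 for *HOXD9B* and 0.40 for *HOXD4B*. Adding 1 to both alleles or pooling reads kept the direction and the side of the threshold for all 3. Leaving out each embryo gave 0.02 to 0.30, 0.13 to 0.36 and 0.33 to 0.45, with the *HOXD4B* exact permutation p at most 0.00684. Tested against the genome-wide median log2 ratio, *HOXD11B* was higher by 1.18 (p = 0.000977) and *HOXD9B* turned to -0.75 (p = 0.00391, exact permutation tests), while *HOXD4B* stayed positive. This setting moves each SNV by the same amount, up where the high-spine base is the alternate one and down where it is the reference one, so these changes follow from the median itself and say nothing further about the genes. The median reference share behind it was 66.7% over all informative SNVs and 51.3% over SNVs with both alleles in every embryo, and against the latter median each gene kept its direction and its side of the threshold.

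The median reference share of 66.7% was 71.2% without the minor allele filter, 65.9% with 1 SNV per 10 kb and 51.3% with both alleles in every embryo. The median percentile of the *HOXDB* SNVs, 20.3, was 65.8 when measured from the genome-wide median and 77.1 among SNVs with both alleles in every embryo. The cause was not tested for these values.

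The count of 22128 SNVs with an allelic difference was 21436 with TMM normalization and 21078 with no replicate block. It was 60209 and 61335 with DESeq2, using its own size factors and 1 factor per embryo respectively. It was 45393 of 116469 without the minor allele filter, 10852 of 50708 with more than 30 reads and 2616 of 12836 with 1 SNV per 10 kb, where 21.4% and 20.4% of the tested SNVs passed, against 22.6%. With an absolute log2 ratio of at least 1 under the main filter it was 20311. With both alleles in every embryo it was 7591, or 7458 with TMM, and 1806 with an absolute log2 ratio of at least 1. The share of calls with the reference higher was 79.5%, and 70.0% with TMM. Among SNVs with both alleles in every embryo it was 69.6%, and 51.2% with TMM. Of 22 comparisons of the counts in either direction, 14 moved by more than 1.5 times and 8 did not. With more than 30 reads and with 1 SNV per 10 kb, the lower counts mainly reflect fewer SNVs tested, since the shares that passed changed little. The cause was not tested for the other counts, nor for the counts of *HOXD11B* and *HOXD9B* SNVs.

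Of 42 comparisons for single *HOXDB* SNVs, 39 were unchanged and 2 weaker, both for 17757143, with an exact permutation p of 0.0205 and a quasi-binomial p of 0.0442. At 17753999 the mean log2 ratio over embryos was 0.16 while the pooled ratio was slightly negative, and neither was past the threshold. Of 25 comparisons for the SNVs named genome-wide, 4 were weaker, all with no replicate block.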

Differences from the paper's values

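The number of informative *HOXD11B* SNVs was 3, against the paper's 8. Of the alternatives set before the data were examined, requiring an SNV to be listed in at least 6 embryos with at least 20 reads in all gave 10, within 1.5 times of the paper's value, and none of the others did, with 0 to 4. Requiring both alleles to be read in every embryo, or more than 2 reads in every embryo, gave 9 in each case, and both were chosen after seeing the values.

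For *HOXD9B* 0 SNVs were informative, against the paper's 5. None of the alternatives set before the data were examined closed the gap: 19 SNVs were informative when listed in at least 6 embryos with at least 20 reads in all, 1 without embryo 11 and 0 otherwise. Requiring both alleles to be read in every embryo gave 5, and this was chosen after seeing the values.

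The paper's count of *HOXD11B* SNVs with a difference is 3, and here it was 2. It was 3 with an expected share equal to the genome-wide median, with listing in at least 6 embryos and, among settings chosen after seeing the values, with both alleles read in every embryo or more than 2 reads in every embryo. The paper's count for *HOXD4B* is 3, and here it was 4. It was 3 with more than 20 reads in every embryo. The number of informative *HOXD4B* SNVs was 4, against the paper's 6. It was 26 with listing in at least 6 embryos and at least 20 reads in all, and 10 within 8 kb. It was 3 with more than 20 reads in every embryo and 4 or 5 under the other alternatives set before the data were examined.

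The paper finds no difference at its *HOXD9B* SNVs. Of the settings that left more than 1 *HOXD9B* SNV, listing in at least 6 embryos and more than 2 reads in every embryo gave 2 with a difference, and both alleles read in every embryo gave 0.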

Other observations

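The test of read depth on chromosome XIX was set before its result was seen, and the other tests in this part were chosen afterwards.

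The number of heterozygous sites on chromosome XIX fell into separate ranges among the embryos. Of 10197 sites with more than 12 reads in every embryo, those with a minor allele share above 10% numbered 1922 in embryo 1, 7066 in embryo 2, 1889 in embryo 3, 7124 in embryo 4, 7072 in embryo 5, 7083 in embryo 6, 7023 in embryo 7, 1877 in embryo 8, 1903 in embryo 9, 1903 in embryo 10, 7041 in embryo 11 and 1901 in embryo 12. The highest was 3.80 times the lowest. On the other 20 chromosomes this ratio ranged from 1.03 to 1.89, the highest on chromosome VII, with a median of 1.07. Read depth is not what separates the embryos, since with 13 reads drawn at random per site and embryo the ratio was still 3.62. Separate ranges also occurred on other chromosomes. Chromosome VII had 3206 to 3281 heterozygous sites in some embryos and 5825 to 6044 in the others. Chromosome XII had 2478 to 2529 in some and 3346 to 3418 in the others. Ordinary segregation of parental haplotypes predicts a spread like that of other chromosomes. Separate ranges alone thus do not set chromosome XIX apart, but its ratio was 2.01 times the largest one elsewhere. The spread differed along the chromosome. Within the first 2 Mb the embryos had 435 to 454 heterozygous sites of 777, whereas from 3 to 19 Mb they had 1291 to 6549 of 9061. From 19 to 20 Mb the order was the opposite: of 112 sites, 65 were heterozygous in embryo 1, 12 in embryo 2, 57 in embryo 3, 12 in embryos 4, 5 and 6, 11 in embryo 7, 57 in embryo 8, 65 in embryos 9 and 10, 11 in embryo 11 and 57 in embryo 12. This reversal was not explained by any test here. A candidate explanation is the sex of the embryos, since chromosome XIX is the sex chromosome pair of sticklebacks, on which diverged X and Y copies could be read as heterozygous sites. The labels used here give no sex and no marker of sex was tested, so this remains a hypothesis, and another large haplotype that segregates on this chromosome cannot be excluded.

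At the *HOXD11B* SNVs 17757143 and 17757146, 3 bp apart, 57.7% and 35.9% of reads carried the reference base. The opposite phase was closer in 7 embryos and the same phase in 4. A pair of haplotypes leaves 22.0% of reads unexplained with 1 phase for all embryos, and 18.0% with the better phase in each embryo. The value of 18.0% lay at the 93.3 percentile of close pairs of similar depth, and the difference in allele share alone at the 95.6 percentile, on either side of the limit of 95 set for calling it unusual. The pattern cannot be told apart from differences that other close pairs also show, and those pairs were not shown to be free of real differences. For the *HOXD4B* SNVs 17782714 and 17782741, 27 bp apart, the corresponding value of 56.3% lay at the 95.1 percentile, but a value of at least 28.8% follows from the lower depth at the second SNV, and by allele share alone the pair lay at the 92.9 percentile. Counting error does not account for the difference in share (Fisher's exact test, p = 1.94e-23 and 4.33e-13 in the possible phases), but differences of this size also occur in some of the other pairs. Low mapping quality affected 3.01% of reads at 17782714 and 4.99% at 17782741, against 0.298% at 17783250 and 0.218% at 17783616, so reads from a similar sequence are not excluded for this pair. At the pair 3 bp apart the same reads can span both SNVs, and depth alone sets the unexplained share only to at least 1.69%. Isoforms change which molecules are read, not the bases within a read. The 18.0% therefore argues against isoforms as the cause at this pair. For the pair 27 bp apart, the paper's proposal of different isoforms was not tested, because the counts do not say which reads span a splice junction. A shared technical cause at these sites was not excluded.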
